# SOCS3 Expression by Thymic Stromal Cells Is Required for Normal T Cell Development

**DOI:** 10.3389/fimmu.2021.642173

**Published:** 2021-03-18

**Authors:** Yu Gao, Ruining Liu, Chenfei He, Juan Basile, Mattias Vesterlund, Marie Wahren-Herlenius, Alexander Espinoza, Cassandra Hokka-Zakrisson, Fahad Zadjali, Akihiko Yoshimura, Mikael Karlsson, Berit Carow, Martin E. Rottenberg

**Keywords:** SOCS3, thymus, T cells, thymic epithelial cell, TRIM21

## Abstract

The suppressor of cytokine signaling 3 (SOCS3) is a major regulator of immune responses and inflammation as it negatively regulates cytokine signaling. Here, the role of SOCS3 in thymic T cell formation was studied in *Socs3*^*fl*/*fl*^ *Actin-creER* mice (Δ*socs3)* with a tamoxifen inducible and ubiquitous *Socs3* deficiency. Δ*socs3* thymi showed a 90% loss of cellularity and altered cortico-medullary organization. Thymocyte differentiation and proliferation was impaired at the early double negative (CD4-CD8-) cell stage and apoptosis was increased during the double positive (CD4+CD8+) cell stage, resulting in the reduction of recent thymic emigrants in peripheral organs. Using bone marrow chimeras, transplanting thymic organoids and using mice deficient of SOCS3 in thymocytes we found that expression in thymic stromal cells rather than in thymocytes was critical for T cell development. We found that SOCS3 in thymic epithelial cells (TECs) binds to the E3 ubiquitin ligase TRIM 21 and that *Trim21*^−/−^ mice showed increased thymic cellularity. Δ*socs3* TECs showed alterations in the expression of genes involved in positive and negative selection and lympho-stromal interactions. SOCS3-dependent signal inhibition of the common gp130 subunit of the IL-6 receptor family was redundant for T cell formation. Together, SOCS3 expression in thymic stroma cells is critical for T cell development and for maintenance of thymus architecture.

## Introduction

The function of the thymus is to generate T lymphocytes that express T cell receptors with sufficient diversity to combat different microorganisms and tumors, while eradicating potentially autoreactive T cells. The thymus is histologically structured into discrete peripheral cortical and central medullary regions. These regions contain distinct stromal cell populations where thymic epithelial cells (TECs) are the main cell type, as well as immature T cells referred as thymocytes at defined stages of maturation. Diverse subsets of TECs in the cortex (cTECs) and medulla (mTECs) provide signals required for the survival and differentiation of thymocytes. The stepwise progression of thymocyte development requires their migration through these thymic regions, where interactions with cTEC and mTEC subsets take place (1).

Thymocytes enter the thymus as CD4-CD8- double negative (DN) progenitors. DN cells are subdivided into 4 sequential stages (DN1-DN4), based on the expression of CD44 and CD25. TCRγ and TCRδ rearrangements are completed at the DN3 stage when TCRβ rearrangement start. Progression beyond the DN3 stage requires expression of TCRβ, and TCRα chain rearrangement follows. Thymocytes expressing TCRαβ upregulate CD4 and CD8 [entering the double positive (DP) stage] and are further selected by cTECs to become CD4 or CD8 single positive (SP) cells binding either MHC-I or MHC-II molecules with their TCR (1, 2). After further negative selection in the medulla, SP thymocytes leave the thymus as functional mature T cells (3).

Cytokines are essential for the coordination of the stepwise T cell development in the thymus. Some cytokines, such as IL-7, are produced by TECs, support the proliferation and survival of thymocytes (4–6). Also, cytokines produced by thymocytes stimulate proliferation and differentiation of TECs (7–9).

A tight control of cytokine release and responses to cytokines is required for the correct development of T cells. The suppressor of cytokine signaling-3 (SOCS3) hampers signaling in response to the IL-6 family of cytokines. SOCS3 binds to the common gp130 subunit of the IL-6 receptor family impairing STAT3 activation (10). SOCS3 also regulates responses to cytokines, growth factors, and hormones that are independent of gp130 [i.e., IL-12R, granulocyte-colony stimulation factor (G-CSF), leptin, insulin] (11). SOCS3 is a central regulator of immunity and of the differentiation of diverse lymphoid and myeloid populations (12). Of importance, SOCS3 has been also been shown to regulate B cell lymphopoiesis, granulopoiesis, and erythropoiesis (13–15).

STAT3-mediated signaling has been demonstrated to contribute to optimal development of mTECs (but not cTECs) (16, 17). Comparatively little is known about the function of SOCS3 during thymic T cell development. Studies so far suggest that SOCS3 has a limited role during early thymopoiesis *in vitro* (18, 19).

Given the importance of SOCS3 in regulating different stages in T cell and the importance of the thymus in T cell maturation and homeostasis, the role of SOCS3 in T cell differentiation in the thymus was analyzed in this study. Since the genetic deletion of SOCS3 leads to mid-gestational embryonic lethality (13, 20), *Socs3*^*fl*/*fl*^ *actin-creER* mice (Δ*socs3*) showing an inducible and tissue-broad deletion of *Socs3* were used in this study. Our results show a critical role of SOCS3 in T cell formation in the thymus and in the maintenance of thymic cellularity and architecture, mediated by the regulation of thymic stromal functions.

## Materials and Methods

### Mice

The animals were housed according to directives and guidelines of the Swedish Board of Agriculture, the Swedish Animal Protection Agency, and the Karolinska Institute (djurskyddslagen 1988:534; djurskyddsförordningen 1988:539; djurskyddsmyndigheten DFS 2004:4). The study was performed under approval of the Stockholm North Ethical Committee on Animal Experiments permit number N397/13 and N3506/17.

Mice were housed at the Dept. of Microbiology, Tumor and Cell Biology the Astrid Fagreus and the Wallenberg Laboratories, Karolinska Institutet, Stockholm, Sweden, under specific pathogen-free conditions.

Mice containing loxP-flanked socs3 alleles have been described before (21). To allow temporal control of Cre activity, mice transgenic for a fusion between Cre and a mutated ligand-binding domain of the estrogen receptor (CreERT2) under the control of the β-actin promoter (CAGGCre-ER^TM^) (22) were crossed with *Socs3*^*fl*/*fl*^ mice (21) are referred as Δ*socs3* mice.

For a lymphoid-specific deletion *Socs3*^*fl*/*fl*^ were bred with *lck cre* (23) and *cd4 cre* transgenic animals (24). *Gp130*^*F*/*F*^ mice with an aminoacid substitution within gp130 abrogating the SOCS3 binding site have been described before (25). *Trim21*^−/−^ mice were generated by homologous recombination as previously described (26).

The C57BL/6 congenic strain carrying the differential pan leukocyte marker CD45.1 was used in bone marrow radiation chimeric mice studies.

### Flow Cytometry

Single cell suspensions from spleen, lymph node (LN) and thymus were obtained by mechanical disruption, straining over a 40-μm nylon mesh and lysis of erythrocytes. Cells were counted and surface stained with respective antibodies: anti-CD3 (clone: 17A2), anti-CD4 (GK1.5), anti-CD8 (53-6.7), anti-CD44 (IM7), anti-CD62L (MEL-14), anti-CD127 (A7R34), anti-CD24 (M1/69), anti-Qa-2 (695H1-9-9), anti-βTCR (H57-597), anti-γδTCR (GL3) all from eBioscience), and anti-CD25 (7D4) from BD Pharmingen). For analysis of thymic cell populations a dump channel with markers of lineage positive cells including CD11b (monocytes), Ter19 (erythrocytes), Ly6G (neutrophils), CD19/B220 (B cells), NK1.1 (NK cells) was included.

For characterization of TECs, a previously described thymic stromal cell isolation procedure was used (27). Thymi were dissected from freshly killed mice and trimmed of fat and connective tissue. Small cuts into the capsules were made with a pair of fine scissors and the thymi were gently agitated in 50 ml of RPMI-1640 with a magnetic stirrer at 4°C for 30 min to remove the majority of thymocytes. The resulting thymic fragments were transferred into 10 ml of fresh RPMI-1640 and dispersed further to free more thymocytes. The thymic fragments were then incubated in 5 ml of 0.125% (w/v) collagenase D with 0.1% (w/v) DNAse I (both from Boehringer Mannheim, Germany) in RPMI-1640 at 37°C for 15 min, with gentle agitation. Enzyme mixtures with isolated cells were removed after fragments had settled, then replaced with fresh mixture for further incubation. Gentle mechanical agitation was performed with a 3-ml syringe and 26G needle to break up aggregates remaining in final digestions. After 2 digestions, cells were centrifuged, resuspended in 5 mM EDTA in PBS+1% FCS+0.02% (w/v) NaN_3_ (EDTA/FACS buffer) and allowed to incubate for 10 min at 4°C to disrupt rosettes. Cells were then passed through 100-μm mesh to remove clumps, and cells were labeled with antibodies as described above.

Single cell suspension was stained with CD45 (clone 30-F11, eBioscience), EpCAM (clone G8.8, eBioscience), Ly51 (clone 6C3, BD Pharmingen), UEA-1 (Vector Laboratories), CD80 and MHCII antibodies.

Apoptosis was determined by Annexin-V binding according to supplier's protocol (BD Pharmingen). Data were acquired in LSRII flow cytometer (BD) and analyzed using FlowJo software (Tree star).

### Thymus Transplantation

The survival surgery was performed under sterile conditions after intra-peritoneal administration of the anesthetics, ketamine (100 mg/kg) and xylazine (10 mg/ kg) to CD45.1+ mice as described (28). A small dorsolateral incision was made to expose the kidney and a small hole was made in the kidney capsule. One fifth of a thymic lobe from 1 week old WT or Δ*socs3* (CD45.2+) donors were placed under the kidney capsule and the incision was closed with sterile sutures. One month after the transplantation, recipient mice were treated with Tm for 5 days. The graft dissected for flow cytometric analysis 7 days after the last Tm dose. The grafted thymus was analyzed for CD45.1 (derived from recipients) and CD45.2 (carried over from grafted thymus) cells.

### BrdU Incorporation

WT and Δ*socs3* mice were injected intraperitoneally with 5-bromo-2-deoxyuridine (BrdU; Sigma; 0.1 mg/g) and were sacrificed 4 or 72 h after injection. Mice were sacrificed 10 days after Tm administration. For FACS analysis, single-cell suspensions were prepared from the thymi of BrdU pulse-labeled mice. Thymocytes were incubated with CD4, CD8, IL-7R, αβ, and γδ TCR antibodies followed by BrdU staining using the FITC BrdU Flow Kit (BD Pharmingen).

### TEC Sorting

Thymic stroma were separated after enzyme digestion as described above. Then CD45^neg^ cells were negatively selected using MACS magnetic beads labeled with anti-CD45 antibodies following instructions from the manufacturer. Cells were further labeled with anti-CD45 and anti-EpCAM antibodies and selected EpCAM+ cells sorted using a FACSAria^TM^ Fusion device.

### Overexpression of SOCS3

Transfection of CMV-driven SOCS3 EGFP expressing constructs, empty vector control and GFP-expressing plasmid was performed with lipofectamine following the indications of the manufacturer. In brief OP9-DL1 cells in 50–60% confluent in 100 mm dishes, were washed and incubated in 1.5 ml serum free OptiMEM and transfected with 14 μg plasmid and 5 μl.

Lipofectamine 3000, for 8 h 37°C. Cells then were washed and incubated in 11 ml OptiMEM + 10% fetal calf serum, mercaptoethanol for 12 h 37°C. Cells were then washed and incubated with OptiMEM 10% FCS at 32°C for 24 h. Then, cells were lysed for subsequent WB or IP studies. The efficiency of transfection was also analyzed by FACS.

### Immunoprecipitation

Transfected and control OP9-DL1 cells 1.5 × 10^7^ were resuspended in lysis buffer (120 mM NaCl, 50 mM Tris pH 8.0, 0.5% NP-40 and protease inhibitor cocktail p8340, Sigma), incubated for 1 h and then centrifuged at 14,000 × g for 10 min. Supernatants (1 mg protein/ ml) were incubated with 1 μg mouse anti-Myc (clone 9E10, Santa Cruz Biotechnology) or isotype antibodies overnight at 4°C. Samples were incubated then with Protein-G Agarose (Santa Cruz Biotechnologies) 4 h at 4°C. The samples were then washed 3 times in PBS 0.1% Tween and frozen for subsequent LC/MS-MS analysis or resuspended in 20 ul Laemli buffer, boiled for 5 min for Western blot.

### Western Blot

Soluble protein concentration from OP9-DL1 cells was quantified by DC™ Protein Assay Kit (5000111; Bio-Rad). Thirty microgram of total protein were then mixed with 4x Laemmli buffer containing 8% SDS and β-mercaptoethanol followed by heat-denaturation for 5 min and cooled 15 min RT. Immunoprecipitated proteins or lysed proteins were separated by electrophoresis (Invitrogen NuPAGE electrophoresis system) through 4–12% Bis-Tris gradient gels with MOPS running buffer and transfered to a nitrocellulose membrane. The NC membranes were then blocked in PBS 5% BSA 0.1% Tween and incubated with primary mouse anti-Myc tag (Santa Cruz), rabbit anti-TRIM-21 or mouse anti-GAPDH antibodies (In vitrogen, H 06737 and 6C5) overnight at 4°C. NC membranes were then washed and incubated with HRP-conjugated anti-rabbit or anti-mouse IgGs at RT for 1 h. The membranes were developed using enhanced chemiluminescence (ECL, GE Health Care).

### Mass Spectrometry

On-bead reduction, alkylation and digestion (trypsin, sequencing grade modified, Pierce) was performed followed by SP3 peptide clean-up of the resulting supernatant (29). Each sample was separated using a Thermo Scientific Dionex nano LC-system in a 3 h 5–40% ACN gradient coupled to Thermo Scientific High Field QExactive. The software Proteome Discoverer vs. 1.4 including Sequest-Percolator for improved identification was used to search the mouse Uniprot database for protein identification, limited to a false discovery rate of 1%.

### Microarray Analysis

Total RNA was isolated from WT and Δ*socs3* TECs using the RNeasy Total RNA Isolation Kit (Qiagen) and cRNA was prepared as described. Briefly, cDNA was specifically transcribed from 500 ng of mRNA using a Poly-T nucleotide primer containing a T7 RNA polymerase promoter (Geneworks). Biotinylated, antisense target cRNA was subsequently synthesized by *in vitro* transcription using the BioArray High Yield RNA Transcript Labeling kit (Enzo Diagnostics). Fifteen micrograms of biotin-labeled target cRNA was then fragmented and used to prepare a hybridization mixture, which included probe array controls and blocking agents. Hybridization, washing and scanning were performed according to the manufacturers recommendations. Absolute levels of expression of genes were determined and scaled to 150 using algorithms in MicroArray Analysis suite 5.0 (MAS5) software (Affimetrix). The signal value represents the level of expression of a transcript and was expressed as a log_2_ ratio. In-depth analyses and clustering of data were conducted using GeneSpring software (Silicon Genetics). Normalization was performed using a per chip 50th percentile normalization and per gene median normalization method. Genes that were consistently absent or below the noise level were excluded from analysis.

To identify genes with statistically significant differences between WT and Δ*socs3* TECs a *p*-value cut-off of 0.05 and the Benjamini and Hochberg false discovery rate as multiple testing correction were performed. The Student-Newman-Keuls *post-hoc* test was used to identify the specific groups in which significant differential expression occurred. Genes that showed a change of 2-fold or greater were considered differentially expressed. The IPA and WebGEstalt softwares were used to identify pathways and gene sets based on common functional features that are differentially expressed in Δ*socs3* TECs. The raw and processed data has been deposited in the GEO public repository with the series accession number GSE165216.

### Histopathology

Thymi, lungs and livers from Δ*socs3* and WT mice were processed for histological analysis. In brief, organs were fixed in 4% buffered paraformaldehyde for 24 h and paraffin-embedded. Eight micrometer sections were obtained, paraffin-removed and dehydrated before staining with hematoxylin and eosin (Sigma-Aldrich).

### Immunohistochemistry

Thymi from Δ*socs3* and WT mice were processed for histological analysis. In brief, tissues for immunofluorescence were embedded in OCT and frozen immediately in liquid nitrogen. Sections (8 μm) were fixed for 10 min in 4% PFA, washed in PBS and blocked in 2% BSA, 10% goat serum, 0.1% Tween-20 and 0.1% NaN_3_ in PBS.

Thymic sections were incubated with rabbit polyclonal antibodies to K5 and rat anti-K8 antibodies. Subsequently, sections were incubated with primary and fluorochrome-labeled secondary antibodies. After DAPI staining, sections were mounted with mounting gel (Invitrogen), and images of stained sections were captured using a Leica fluorescence microscope.

### Bone Marrow Radiation Chimeric Mice

Recipient WT and Δ*socs3* mice were irradiated 2x with 550 rad and received 5 × 10^6^ BM cell from either WT or Δ*socs3* mice. In some experiments CD45.1 congenic C57Bl/6 mice were used as bone marrow donors for irradiated WT or Δ*socs3* mice. Mice were kept for 3 weeks on antibiotics after transplantation (Tribrissen in drinking water). Tm was administered either 15 d before the BM transplantation or 15 d before sacrifice. Chimeric mice were sacrificed 70 days after the transplantation.

### Real Time-PCR

Transcripts were quantified by real time PCR as previously described (30). *Hprt* was used as a control gene to calculate the ΔC_t_ values for independent triplicate samples. The relative amounts of *socs3*/*hprt* transcripts was calculated using the 2^−(ΔΔCt)^ method. These values were then used to calculate the relative expression of cytokine mRNA Din treated or untreated cells and tissues.

### Statistical Analysis

Statistical analysis was performed using Graphpad Prism version 8. The *p-*values were calculated by two-tailed, unpaired Student's *t*-test or by one-way ANOVA analysis with a Kelch correction.

For the microarray analysis, a *p*-value cut-off of 0.05 and the Benjamini and Hochberg false discovery rate as multiple testing correction were performed to identify genes with statistically significant differences between WT and Δ*socs3* TECs. The Student-Newman-Keuls *post-hoc* test was used to identify the specific groups in which significant differential expression occurred. Genes that showed a change of 2-fold or greater were considered differentially expressed.

## Results

### SOCS3 Is Required for Maintenance of Thymus Structure and Thymocyte Differentiation

In order to study the role of SOCS3 in the production of T cells in the thymus, Δ*socs3* mice were treated with tamoxifen (Tm) for 5 days. Seven days after the last Tm dose mutant and *Socs3*^*fl*/*fl*^ (WT) thymi were compared. The cellularity of Tm-treated Δ*socs3* thymi was severely reduced. No reduction of thymic cellularity was observed in Tm-untreated Δ*socs3* control mice (Figures 1A,B). To exclude an off-target effect of Cre expression on thymocytes, *Socs3*^*fl*/+^ *actin creER* and *Socs3*^*fl*/+^ mice were generated. These animals showed similar thymic cellularity before and after Tm treatment (Figures 1C,D). Δ*socs3* mice showed no weight loss, spleen or lymph node enlargement, diahrrea and piloerection as compared to WT controls. Moreover, histopathological analysis of livers and lungs showed no signs of localized or disseminated inflammatory lesions (Supplementary Figure 1A).

**Figure 1:**
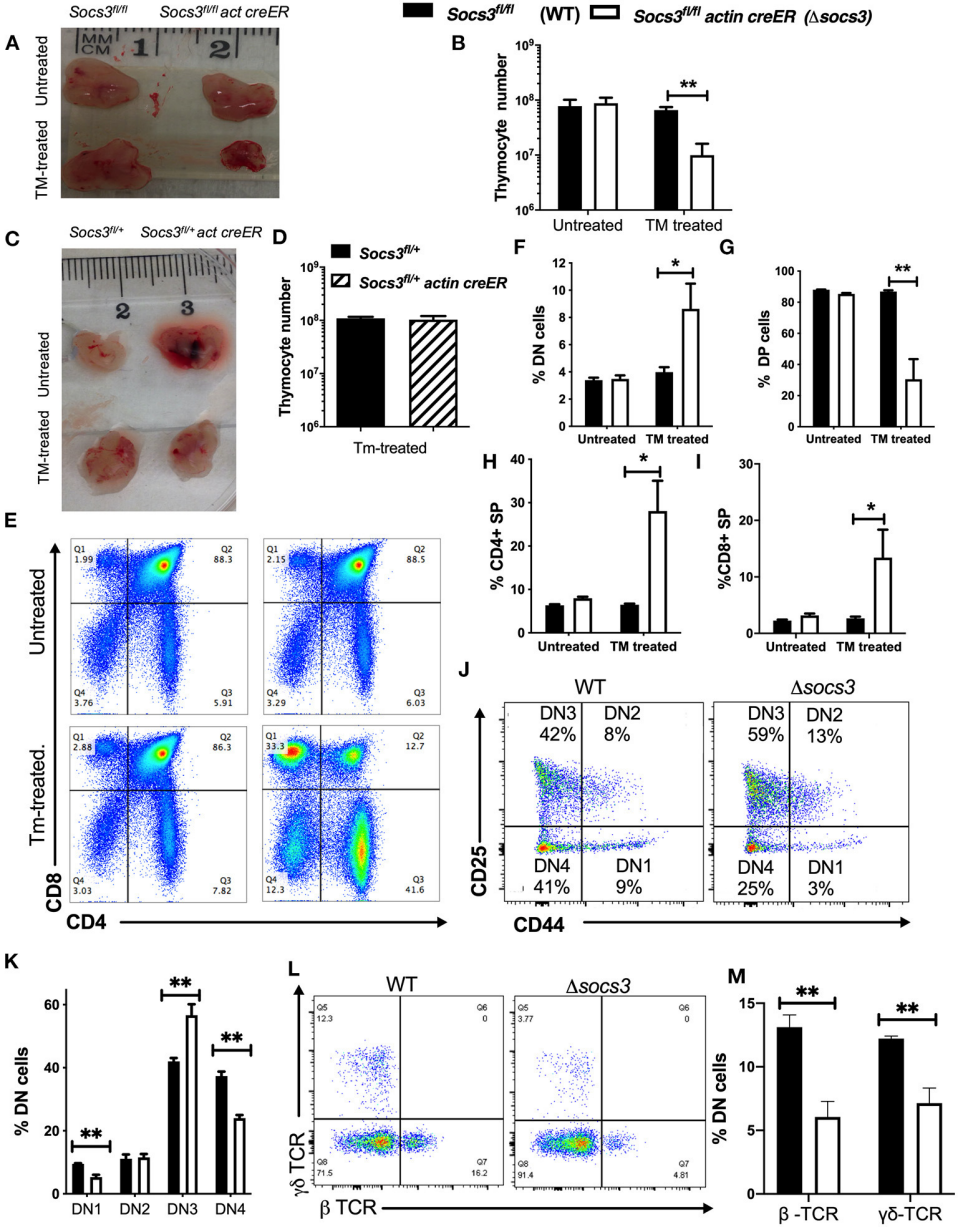
SOCS3 is required for maintenance of thymus structure and thymocyte differentiation. **(A)** Representative image and **(B)** mean total thymic cell numbers from Δ*socs3* and WT mice untreated or 7 days after the last dose of Tm. **(C)** Photograph from *Socs3*^*fl*/+^ and *Socs3*^*fl*/+^ *actin creER* thymi 7 days after Tm or left untreated. **(D)** Mean thymocyte numbers ± SEM from *Socs3*^*fl*/+^ and *Socs3*^*fl*/+^ *actin creER* mice 10 days after Tm treatment. Differences between groups are significant at *p ≤ 0.05, **p ≤ 0.01 ANOVA with Welch correction. **(E)** Representative dot plots and mean frequencies of lineage negative **(F)** DN, **(G)** DP, **(H)** CD4, and **(I)** CD8 SP thymocytes ± SEM in Δ*socs3* and WT mice (6 per group) treated or not with Tm. Four independent experiments were performed. These experiments were repeated more than 5 times with similar results. Differences between groups are significant at *p ≤ 0.05, **p ≤ 0.01 ANOVA with Welch correction. **(J)** Representative plot and **(K)** mean of frequency of DN1-DN4 Δ*socs3* and WT subpopulations ± SEM (*n* = 5 per group) defined by CD44 and CD25 expression. Differences between groups are significant at **p ≤ 0.01 unpaired Student's *t-*test. **(L)** Representative dot plots and **(M)** mean frequency ± SEM **(M)** of γδ and βTCR+ cells within the DN thymocyte population in Δ*socs3* and WT mice (*n* = 6 per group). Differences between groups are significant at **p ≤ 0.01 unpaired Student's *t-*test.

Δ*socs3* mice showed an increased frequency of lineage negative DN cells among thymocytes (Figures 1E,F). Within the DN compartment, the frequency of Δ*socs3* DN3 cells was increased suggesting a block in thymocyte maturation at this stage of thymocyte development (Figures 1J,K). The frequency of γδ- and β-TCR expressing DN Δ*socs3* thymocytes was reduced compared to controls, which is line with this (Figures 1L,M).

The percentage of DP cells in Δ*socs3* thymi was dramatically reduced (Figures 1E,G), while the frequency of CD4 and CD8 SP cells were increased as compared to Tm-untreated Δ*socs3*, and to Tm-treated WT mice (Figures 1H,I). The numbers of all Δ*socs3* thymocyte populations (with exception of CD8 SP) and DN subpopulations were lower than controls (Supplementary Figures 1B–G).

Thus, SOCS3 plays a major role in thymocyte differentiation and in the maintenance of thymic cellularity.

### SOCS3 Expression by Thymic Stroma Cells Is Central for Thymus Maintenance and T Cell Differentiation

In order to determine whether SOCS3 expression in bone marrow (BM)-derived cells or non-hematopoietic cells is involved in the T cell differentiation in the thymus, BM radiation chimeras were generated and sacrificed 7 days after Tm-treatment completion (Figure 2A). The thymocyte numbers were reduced in Δ*socs3* recipient mice as compared to WT recipients. Instead, thymocyte levels in WT → WT and Δ*socs3* → WT were similar (Figure 2B), suggesting a role for SOCS3 in non-hematopoietic cells. In addition, Δ*socs3* → Δ*socs3* mice showed lower numbers of thymocytes as compared to WT → Δ*socs3* mice (Figure 2B).

**Figure 2:**
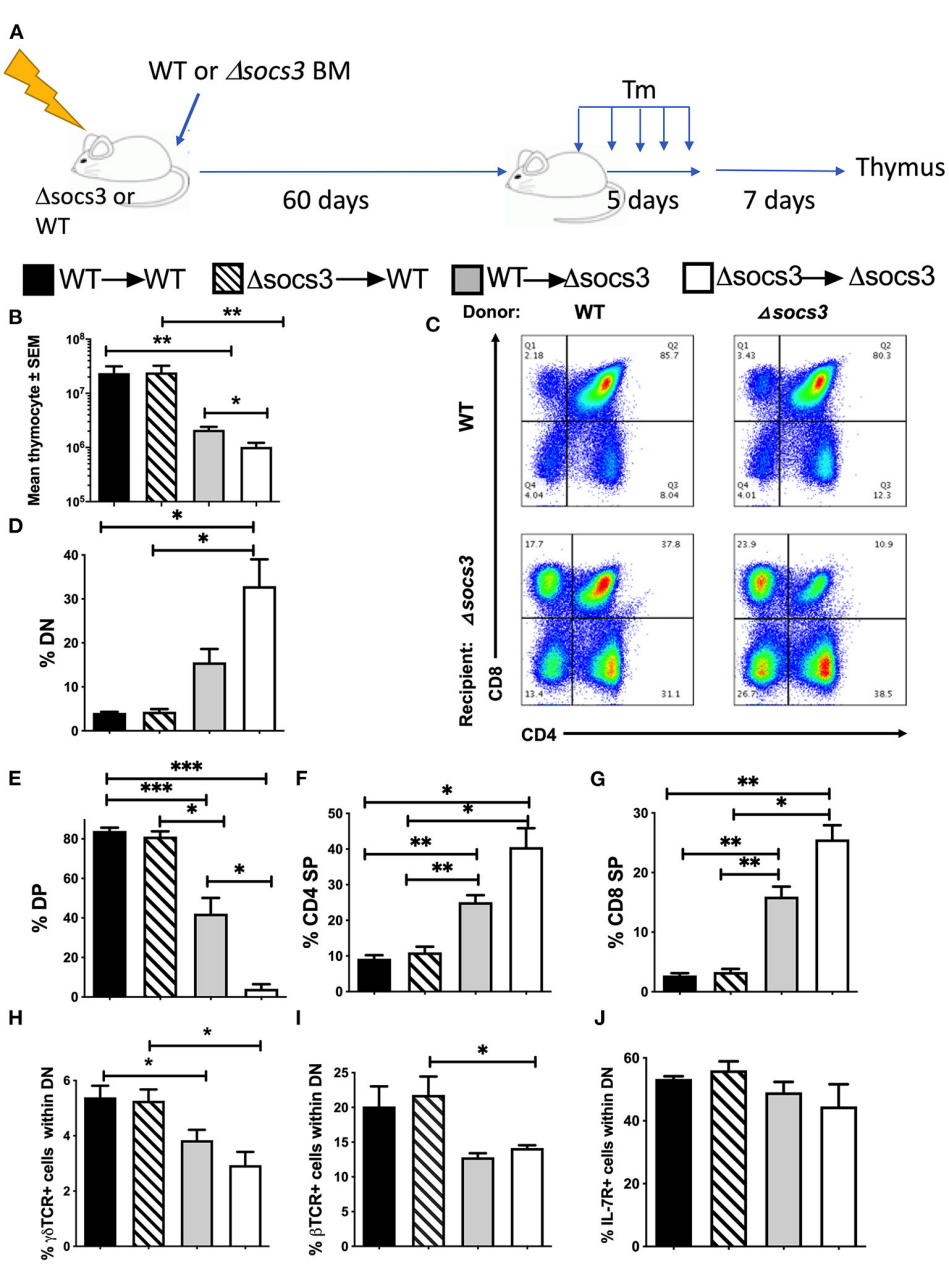
SOCS3 expression by non-hematopoietic cells is central for thymus maintenance and T cell differentiation. **(A)** Radiation bone marrow (BM) chimeras were generated using WT and Δ*socs3* mice as recipients or donors. Sixty days after transplantation, mice were treated with Tm and sacrificed 7 days after the last dose. **(B)** The mean thymic cell numbers ± SEM is depicted (*n* ≥ 5 per group). Differences between groups are significant at *p ≤ 0.05, **p ≤ 0.01 and ***p ≤ 0.01 Welch one way ANOVA. **(C)** Representative dot plots and **(D–G)** mean frequencies of DN, DP, CD4 SP, and CD8 SP thymocytes ± SEM in BM chimeric Δ*socs3* and WT mice are depicted (*n* ≥ 5 per group). Differences between groups are significant at *p ≤ 0.05, **p ≤ 0.01 Welch one-way ANOVA. **(H,I)** The mean frequency of **(H)** γδ and **(I)** β TCR+ cells within DN ± SEM BM chimeric mice is depicted. Differences between groups are significant at *p ≤ 0.05 Welch one-way ANOVA. **(J)** The mean % IL-7R+ cells within DN population ± SEM in BM chimeras of Δ*socs3* and WT is shown.

The Δ*socs3* recipient mice contained lower percentages of DP, and higher of DN, CD4, and CD8 SP cells than WT recipients (Figures 2C–G). The percentages of DN, CD4, and CD8 SP were higher and DP cells were lower in Δ*socs3* → Δ*socs3* compared to WT → Δ*socs3* thymi suggesting a redundant role for hematopoietic SOCS3 expression in the control of thymic T cell development. The frequencies of thymocyte subpopulations in WT → WT and Δ*socs3* → WT mice were similar (Figures 2C–G). These results indicate that SOCS3 in non-hematopoietic cells is required to maintain T cell formation in the thymus. We observed lower numbers of DPs in Δ*socs3* than in WT recipients, while differences in other thymocyte populations were not statistically significant (Supplementary Figures 2A–D).

The percentage of γδ and αβTCR+ in DN thymocytes from Δ*socs3* recipient chimeric mice was reduced as compared to those of WT recipients (Figures 2H,I). Binding of IL-7 to its receptor (IL-7R) plays a non-redundant role in T cell development, by promoting the survival and proliferation of DN progenitors and of SPs cells during the positive selection (31). We observed that the frequency of IL-7R+ DN from Δ*socs3* or WT recipient mice was similar (Figure 2J). The frequencies of IL7R+ CD4 and CD8 SPs from Δ*socs3* recipients were higher than those of WT controls. The percentages of IL-7R+ CD4 and CD8 SPs from Δ*socs3* → Δ*socs3* were higher than those from WT → Δ*socs3* mice, while that of IL-7R+ CD4 and CD8 SP from Δ*socs3* → WT and WT → WT mice were similar, suggesting that SOCS3 in non-hematopoietic cells regulates IL-7R expression during late stages of thymocyte development (Supplementary Figures 2E–G).

A sequence of events within the SP stage is necessary before T cell export occurs: Maturation of SP thymocytes is associated with downregulation of CD24 and upregulation of Qa-2 molecules (3). CD24^low^Qa2^high^ SPs thymocytes proliferate when triggered through the TCR prior to export to the periphery (32). CD4 and CD8 SPs from Δ*socs3* thymi contained higher Qa2 (Supplementary Figures 3A–D) and lower CD24 levels (Supplementary Figures 3E–H) than controls. Thus, Δ*socs3* SP cells display a higher maturation level than WT controls.

T regs cells that develop in, and emerge from, the thymus maintain self-tolerance and prevention of autoimmune disorders. We found that the frequency of FOXP3+ cells within Δ*socs3* and WT CD4 SPs was similar, suggesting that SOCS3 does not preferentially regulate the development of Tregs in the thymus (Supplementary Figure 3I).

Next, we investigated whether the expression SOCS3 in thymic stromal cells regulates thymic T cell development. For this purpose, WT or Δ*socs3* CD45.2 thymic fragments were implanted under the kidney capsule of CD45.1 mice. Four weeks after implantation mice were treated with Tm for 5 days. The engraftment was resected 7 days after Tm treatment, and the presence of CD45.1+ thymocytes in the kidney organoid evaluated (Figure 3A, Supplementary Figures 4A,B). The frequencies of CD45.1+ thymocyte DN, DP, SP, and subpopulations in the WT graft were similar to that of the endogenous thymus of recipient mice, indicating a functional T cell development in the ectopic thymus (Supplementary Figures 4C,D), in agreement with previous studies (33). The Δ*socs3* graft instead showed a diminished frequency of DP and increased DN and CD4+ and CD8+ SP levels as compared with those in the WT graft or the endogenous thymus (Figures 3B–D).

**Figure 3:**
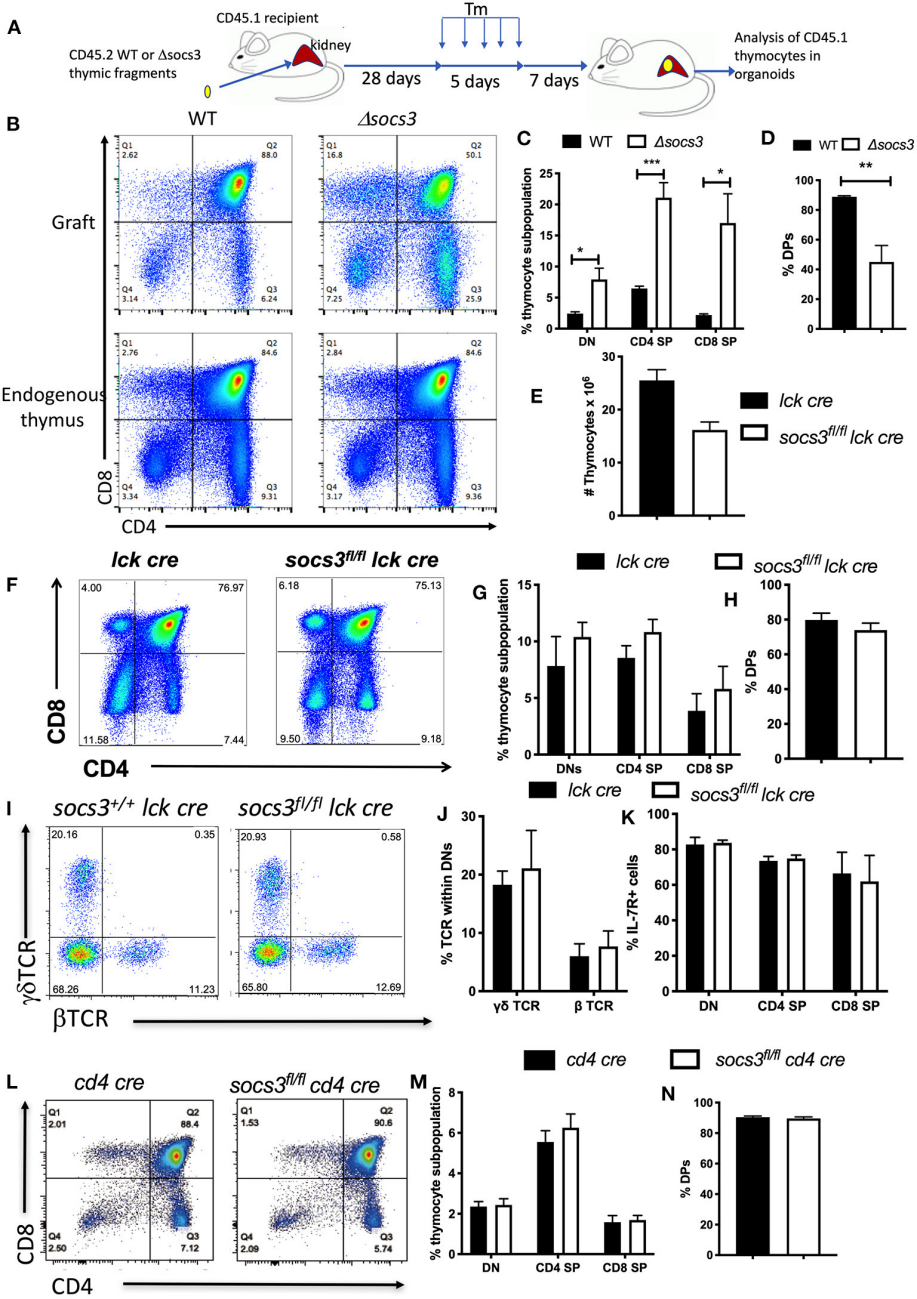
SOCS3 expression in thymic stroma but not in thymocytes is required for T cell maturation in the thymus. **(A)** Thymic fragments from 1 to 3 days old WT and Δ*socs3* mice were transplanted into the kidney capsule of CD45.1+ mice. Four weeks after the implantation mice were treated with Tm daily for 5 days. Seven days after the last Tm dose mice were sacrificed and the thymic organoid grafts and the “endogenous” thymus were explanted for analysis. **(B)** Representative dot plots shown compare the thymocytes from mice grafted with CD45.2 WT and Δ*socs3* thymic fragments and the endogenous thymus (gated on CD45.1+ recipient cells), 7 days after the last Tm dose. **(C,D)** The mean frequencies of CD45.1+ DN, DP, CD4 SP, and CD8 SP ± SEM in the thymic grafts obtained as indicated above are shown. Differences between groups are significant at *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 (unpaired Student's *t-*test). These experiments were performed 3 times. **(E)** The mean number of *Socs3*^*fl*/*fl*^ *lck cre* and *Socs3*^+/+^ *lck cre* thymocytes ± SEM (at least 6 per group) are depicted. **(F)** Representative dot plots and **(G,H)** the mean frequencies of *Socs3*^*fl*/*fl*^ *lck cre* and *lck cre* DN, DP, CD4 SP, and CD8 SP ± SEM are shown. **(I)** Representative dot plots and **(J)** mean frequencies ± SEM of *Socs3*^*fl*/^ *lck cre* and *Socs3*^+/+^*lck cre* γδ and β TCR DN cells ± SEM are depicted. **(K)** The frequency of IL-7R+ *Socs3*^*fl*/*fl*^ *lck cre* and *Socs3*^+/+^ *lck cre* thymocyte populations ± SEM mice are shown. **(L)** Representative dot plots and **(M,N)** the mean frequencies of DN, DP, CD4, and CD8 SP thymocytes ± SEM in *Socs3fl/fl cd4 cre* and *Socs3*^+/+^ *cd4 cre* mice are shown.

To confirm that SOCS3 in thymocytes plays a minor role if any in thymic T cell development, thymocyte populations in *Socs3*^*fl*/*fl*^ *lck cre* and *Socs3*^*fl*/*fl*^ *cd4 cre* mice were analyzed. Lck is expressed by the early DN (34) while CD4 will be first expressed at the late DN to DP stage of thymocyte development. *Socs3*^+/+^*lck cre* (*lck cre*) were used as controls for *Socs3*^*fl*/*fl*^*lck cre* thymi since lck cre expression alters thymic T cell development (35). The numbers of thymocytes in *Socs3*^*fl*/*fl*^*lck cre* and *lck cre* mice were similar (Figure 3E). The frequency of thymocyte DN, DP, and SP subpopulations, the levels of IL-7R in DN and the frequency of β- and γδ TCR+ cells in *Socs3*^*fl*/*fl*^ *lck cre* and control DN were similar (Figures 3F–K). In agreement with these results, the frequencies of thymocyte DN, DP and SP subpopulations in *Socs3*^*fl*/*fl*^ *cd4 cre* and *cd4 cre* animals were also similar (Figures 3L–N). The percentages of βTCR+ and γδTCR+ *Socs3*^*fl*/*fl*^ *cd4 cre* and *Socs3*^+/+^*cd4 cre* DN thymocytes were also comparable (Supplementary Figures 4E,F). Altogether, SOCS3 in thymic stroma is critical for T cell formation in thymus.

### Decreased Thymocyte Proliferation, Differentiation, and Increased Frequency of Apoptotic Thymocytes in Δsocs3 Mice

The proliferation and differentiation of Δ*socs3* and WT thymocytes was investigated after a single BrdU pulse performed 7 days after Tm administration. The frequency of BrdU+ WT thymocytes was increased from 4 to 72 h after the administration of the nucleoside showing proliferation of labeled cells (Figure 4B). The frequency of BrdU+ thymocytes at 72 h after administration was lower in Δ*socs3* than in WT controls (Figures 4A,B).

**Figure 4:**
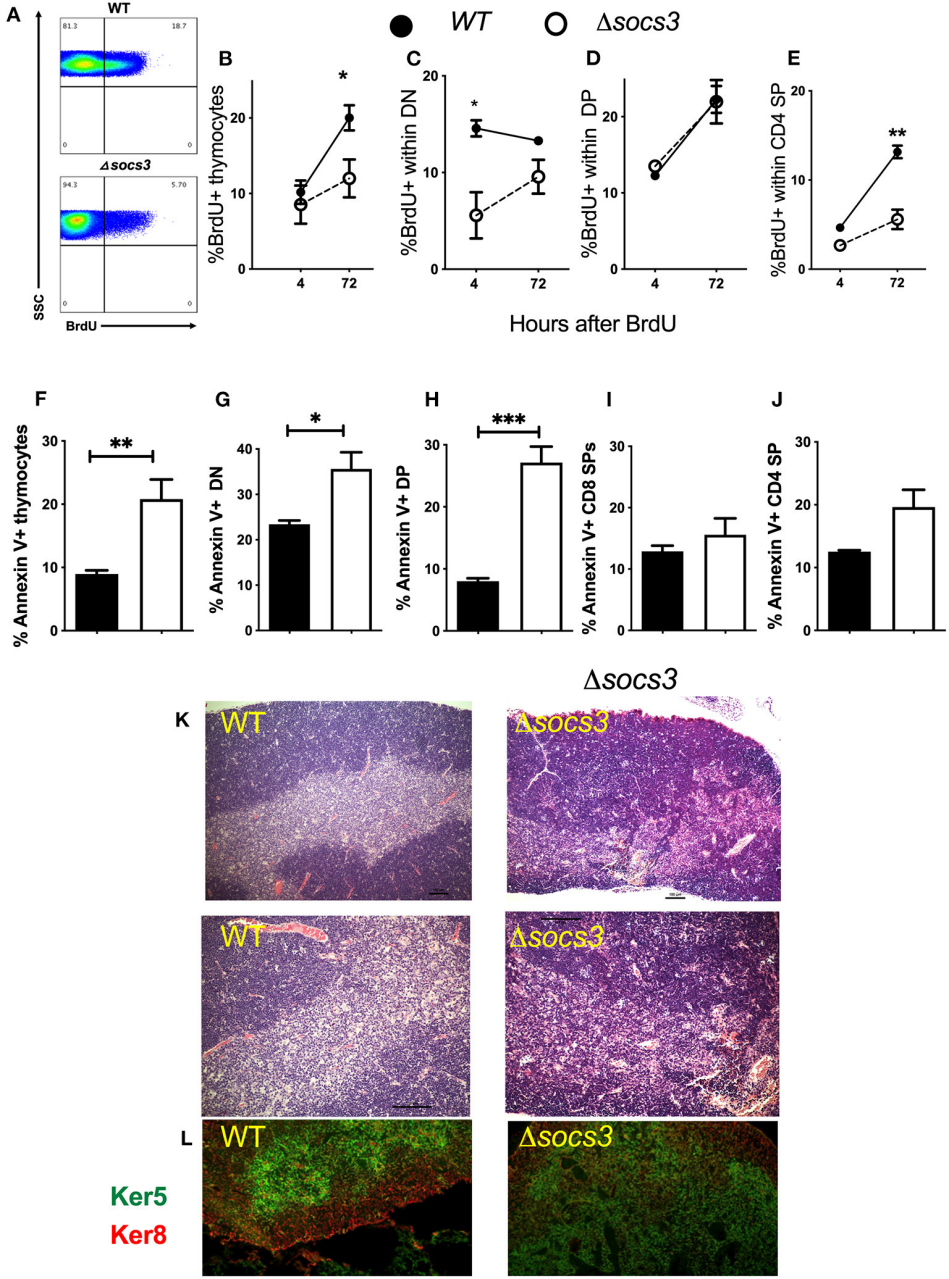
Decreased proliferation, differentiation and increased frequency of apoptosis in Δsocs3 thymocytes. **(A)** A representative histogram shows BrdU+ thymocytes from Δ*socs3* and WT mice measured 72 h after BrdU administration. **(B)** The mean frequency of BrdU+ thymocytes ± SEM from WT and Δ*socs3* mice (*n* = 5 animals per groups) 4 and 72 h after BrdU inoculation are depicted. The mean frequency ± SEM of BrdU+ cells within **(C)** DN, **(D)** DP, and **(E)** CD4 SP Δ*socs3* and WT thymocytes at 4 and 72 h after BrdU administration is shown. The mean frequencies of Annexin V+ **(F)** total thymocytes and **(G)** DN, **(H)** DP, **(I)** CD4 SP, and **(J)** CD8 SP subpopulations ± SEM in Δ*socs3* and WT mice (at least 5 per group) are shown. Differences between WT and Δ*socs3* thymocytes are significant at *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, two-way ANOVA and unpaired Student's *t-*test. **(K)** The haematoxylin and eosin staining depicting the organization of thymi from WT as compared to Δ*socs3* mice. A representative micrograph from tissues from 5 mice per group analyzed is shown. Scale bar: 100 μm. **(L)** Double immunolabelling of keratin 5 and keratin 8 targeting the thymic cortex and medulla, respectively, in WT and Δ*socs3* mice is shown.

We then analyzed BrdU incorporation within the different thymocyte subpopulations (Supplementary Figure 3G). The frequency of BrdU+ DN measured 4 h after the pulse was lower in Δ*socs3* than in control thymocytes (Figure 4C), suggesting a lower DNA synthesis in the absence of SOCS3. A tendency toward a reduction of the proportion of BrdU+ DN was observed when comparing 4–72 h time points after BrdU pulse in WT thymocytes, while the opposite was observed for Δ*socs3* thymocytes (Figure 4C). This further supports a block in the Δ*socs3* thymocyte differentiation at the DN stage. The frequencies of BrdU+ DP Δ*socs3* and WT thymocytes increased from 4 to 72 h after BrdU administration (Figure 4D). The percentage of BrdU+ CD4+SPs augmented from 4 to 72 h after the nucleoside administration (Figure 4E). The fraction of BrdU+ Δ*socs3* CD4 SPs at 72 h after administration was lower than that of WT controls (Figure 4E).

To study whether the thymus hypoplasia in Δ*socs3* mice was due to increased cell death, the proportion of Annexin-V+ thymocytes was measured. We found higher frequencies of Annexin-V+ cells in the Δ*socs3* thymocytes as compared to WT controls (Figure 4F). The percentage of Annexin-V+ DN and particularly that of DP from Δ*socs3* thymi was increased as compared to WT controls (Figures 4G,H). On the other hand, the Annexin V labeling in CD4 and CD8 SP thymocytes from Δ*socs3* and WT mice was similar (Figures 4I,J). Thus, SOCS3 deficiency in the thymus results in a reduced proliferation, blocked differentiation and increased apoptosis of the thymocyte populations.

### Abnormal Thymus Architecture in Δsocs3 Mice

Since the defect of thymocyte maturation in Δ*socs3* mice was assigned to the thymic stroma, the levels of cTECs and mTECs in Δ*socs3* thymi were then compared. We found that the frequencies of TECs (defined as CD45-EpCAM+ cells) were higher in Δ*socs3* than in WT thymi (Supplementary Figures 5A,B). The total numbers of TECs in Δ*socs3* and control thymi were similar, and the increased TEC frequencies in Δ*socs3* thymi are explained by the diminished Δ*socs3* thymocytes numbers (Supplementary Figure 5C).

Δ*socs3* and WT thymi showed similar numbers and frequencies of cTECs and mTECs (distinguished by UEA-1 binding and Ly51 expression) (Supplementary Figures 5D,E). cTECs with high levels of MHCII and CD40 and mTECs with high CD80 and MHCII levels are considered functionally mature (1). The MHC-II expression level was lower in Δ*socs3* mTECs compared to WT controls, while similar MHCII levels were measured in mutant and WT cTECs (Supplementary Figures 5F–H).

Hematoxylin and eosin (H&E)-stained sections revealed densely packed cells in the Δ*socs3* thymi. Whereas, cortex and medulla are distinguishable in WT thymi, the cortico-medullary junction in Δ*socs3* thymi is imprecise (Figure 4K). Keratin-5 (K5) and keratin-8 (K8) are specific markers for mTECs and cTECs, respectively. IHC staining with K5 and K8 revealed that the cTEC and mTEC subsets were present in Δ*socs3* thymi, however the fraction of area with an overlapping staining of K5 and K8 were more extensive in Δ*socs3* compared to WT mice (Figure 4L).

### Stromal SOCS3 Regulates Numbers and Frequencies of Peripheral Naive T Cell Subpopulations and Their Activation

Then, whether SOCS3 deletion in stromal cells regulated the levels of naïve T cells in the secondary lymphoid organs was further investigated. For this purpose, Δ*socs3* or WT CD45.2 mice were first treated with Tm. Ten days after Tm treatment, mice were irradiated and transplanted with CD45.1+ BM cells (Figure 5A). The levels of CD45.1+ T cells in the lymph nodes and spleens were studied 60 days after transplantation. The thymus of transplanted Δ*socs3* mice showed a reduced cellularity as compared to that of WT controls (Figure 5B), albeit differences were lower compared to those analyzed 10 days after Tm administration. The thymocyte subpopulations numbers in Δ*socs3* and WT chimeric recipients was similar (Supplementary Figure 6A). The spleen and lymph node cell numbers in transplanted Δ*socs3* and WT mice were similar (Figure 5B). The levels of CD45.1+ CD4 and CD8 T cells in spleens (but not in lymph nodes) of Δ*socs3* recipient mice were diminished as compared to WT controls (Figures 5C,D). In spleens and lymph nodes of Δ*socs3* recipient mice, the expression of CD44 in CD4 and CD8 T cells was enhanced compared to controls (Figures 5E–G). This indicates that lymphoid organs of BM-transplanted Δ*socs3* mice contain lower frequencies of naïve T cells compared to those of WT controls when analyzed 70 days after Tm treatment.

**Figure 5:**
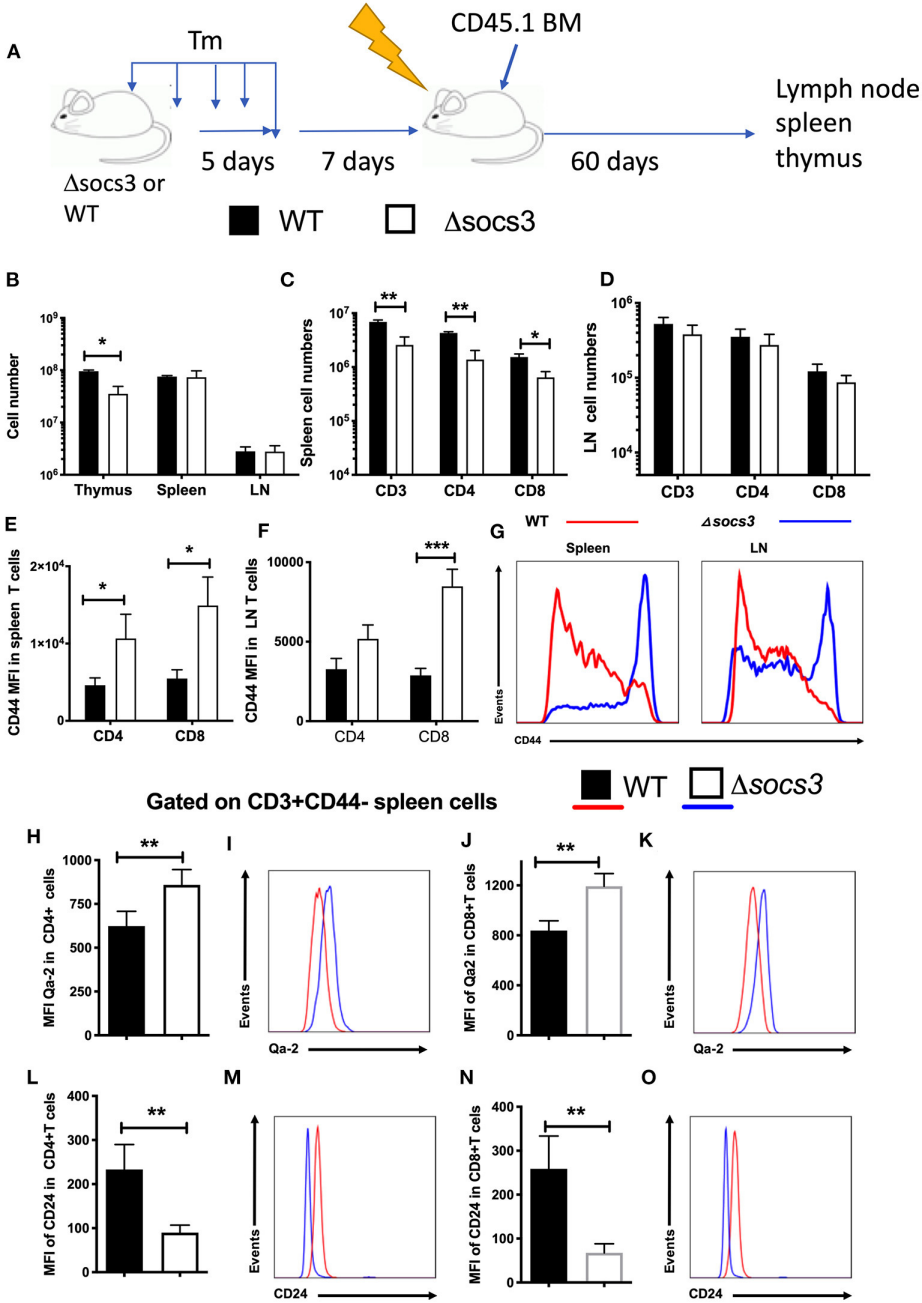
Non-hematopoietic SOCS3 expression regulates the frequency recent thymic emigrants and of naïve peripheral T cells. **(A)** WT or Δ*socs3* mice treated with Tm and 7 days after the last dose of Tm were irradiated and transplanted with CD45.1+ WT bone marrow cells. Mice were sacrificed 60 days after BM transplantation. **(B)** The mean number of thymus, spleen and lymph node cells ± SEM of transplanted mice are depicted (*n* = 5 per group). The mean number ± SEM of CD45.1+ and CD3 gated CD4, CD8, and γδ T cells in **(C)** spleens and **(D)** lymph nodes of radiation chimeric mice treated as described above is shown (*n* = 5 per group). The mean MFI of CD44 in CD45.1 gated CD4 or CD8 T cells in spleens **(E)** and lymph nodes **(F)** is shown. **(G)** A representative histogram of CD44 in CD8 T cells in lymph node or spleen cells from Δ*socs3* and WT mice. The mean MFI and representative histograms of Qa-2 **(H–K)** and CD24 **(L–O)** expression in naïve CD4 **(H,I,L,M)** and CD8 **(J,K,N,O)** splenic T cells of WT and Δ*socs3* mice 7 days after Tm treatment are depicted. Differences between groups are significant at *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, unpaired Student's *t*-test.

T cell differentiation of naïve T cells continues post-thymically, with progressive maturation of both surface phenotype and immune functions. Recent thymic emigrants lose CD24 and gain of Qa2 and CD45RB expression upon transition to mature naïve T cells (36, 37). CD4 and CD8 SP thymocytes expressed lower levels of Qa-2 (Supplementary Figures 6B,C) and higher levels of CD24 (Supplementary Figures 6D,E) than spleen or LN CD44 neg T cells, in coincidence with previous results (36). The expression level of Qa-2 was higher in naïve CD4+ or CD8+ spleen cells from Δ*socs3* mice 7 and 14 days after Tm treatment compared to those in WT spleens (Figures 5H–K). Instead, naïve spleen T cells from Δ*socs3* mice showed lower levels of CD24 (Figures 5L–O). Thus both, the frequency of peripheral naïve T cells and the levels of recent thymic emigrants within this population are regulated by SOCS3 expression.

### SOCS3 in Thymic Epithelial Cells Binds to the E3-Ubiquitin Ligase TRIM21

We next studied the binding partners of SOCS3 in TECs. We observed that OP9 epithelial cells expressing the Notch ligand-Delta like 1 (OP9-DL1) cultured in conditions that enable thymopoiesis (with SCF and Flt3l) (38) express high levels of SOCS3 when OSM, (but not RANK-L or FGF7) was added into the culture (Figure 6A) and therefore choose these cells for our investigation.

**Figure 6:**
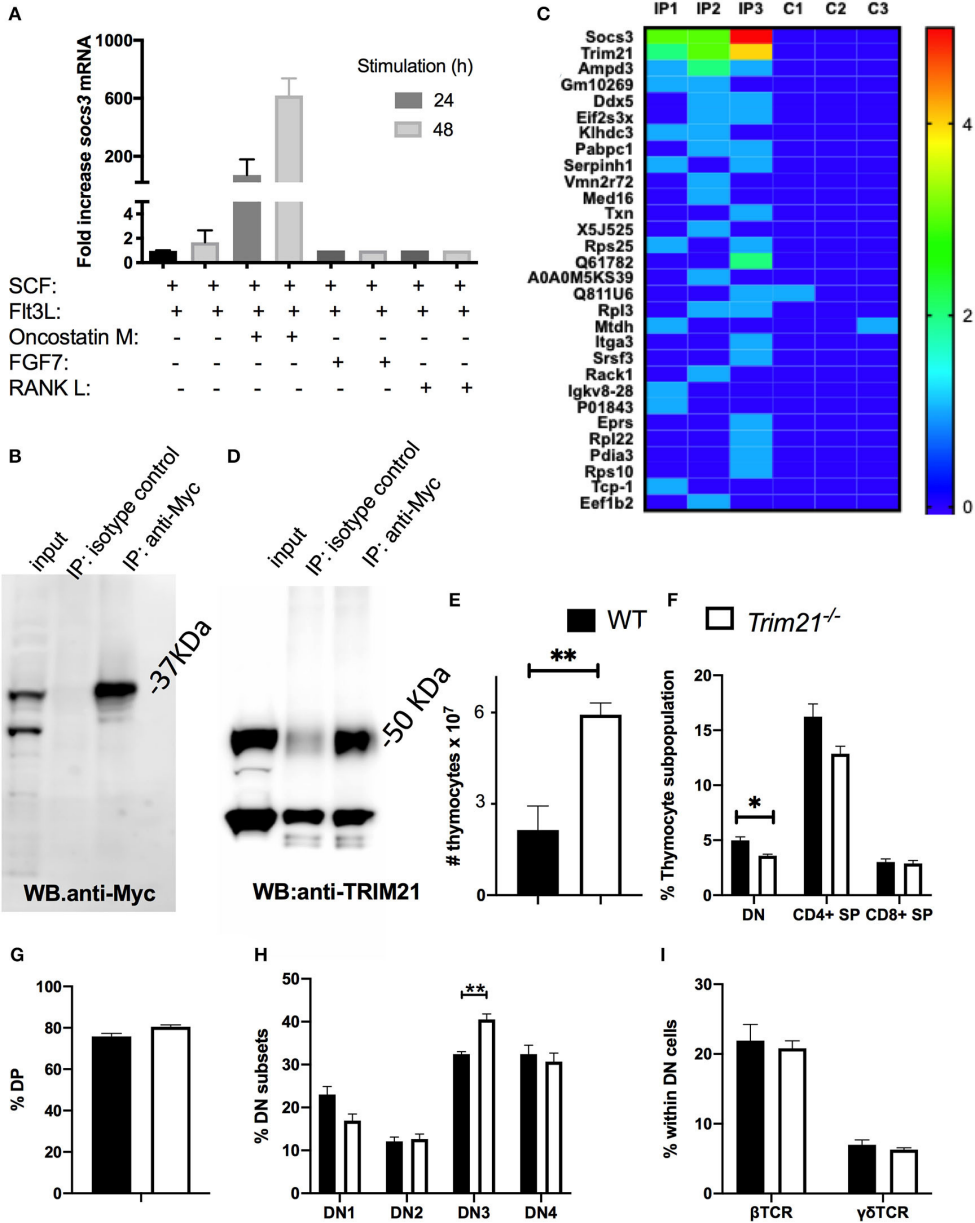
SOCS3 in thymic epithelial cells binds to TRIM21. **(A)** OP9-DL1 cells were incubated with either SCF, Flt3L, OMS, FGF7, or RANK. Twenty four and forty eight hour after stimulation, the total mRNA was extracted and *Socs3* and *Hprt* mRNA levels measured by real time RT-PCR. The mean relative fold induction of *Socs3*/ *Hprt* mRNA ratio in stimulated and unstimulated cells are depicted. **(B)** OP9-DL1 cells were transfected with an Myc-SOCS3 plasmid. The western blot of transfected cell lysates before and after immunoprecipitation with anti-myc or an isotype controls is shown. **(C)** Heat map of ranking proteins identified after tandem mass spectrometry in immunoprecipitates from *socs3-*transfected OP9-DL1 cells with anti-myc or isotype controls. Three replicates per condition were analyzed. Ranking was calculated with an algorithm weighing the number of replicates in which the protein was detected in the IP and in the control group, the number of peptide spectral matching the protein, the number of unique peptides and the intensity (the area under the curve). **(D)** Anti-SOCS3 or anti-isotype immunoprecipitates were analyzed by immunoblot using anti-TRIM21. **(E)** The mean number of WT and *Trim21*^−/−^ thymocytes ± SEM are depicted (*n* ≥ 5 per group). Differences between groups are significative (**p ≤ 0.01 unpaired Student's *t*-test). **(F,G)** The mean frequency of thymic DN, DP, and SP subpopulations ± SEM in *Trim21*^−/−^and WT thymi (*n* = 5 per group). **(H)** The mean of frequency ± SEM of DN1-DN4 subpopulations (defined by CD44 and CD25 expression) in *trim21*^−/−^and WT thymi (n≥5 per group). **(I)** The mean % of β and γδ TCR+ cells within the DN thymocytes of WT and *trim21*^−/−^ mice (*n* ≥ 5 per group). Differences between groups are significant at **p ≤ 0.01 unpaired Student's *t*-test.

OP9-DL1 cells were transfected with SOCS3-Myc expressing plasmids. The expression of SOCS3-Myc was immunoprecipitated (IP) from lysates of transfected cells (Figure 6B) and the IP proteins were tryptically digested and analyzed by liquid chromatography-mass spectrometry. Proteins were ranked with regards to their presence in replicates and the spectral counting. Three proteins were found in all 3 replicate target IP's of transfected cells and 6 proteins were identified in 2 out of 3 of the target IP's but not in the negative control.

One of the 3 proteins present in all replicates was SOCS3, and other was TRIM21 (Figure 6C). SOCS proteins act as substrate adapters for ubiquitination and proteosomal degradation of different receptors (11). Tripartite motif (TRIM) proteins, including TRIM21, have been implicated in multiple cellular functions that rely on their E3-ubiquitin ligase activity (39). Other members of the TRIM family have been shown to interact with SOCS proteins (40, 41). We validated the presence of TRIM21 in the SOCS3 IP using anti-TRIM21 antibodies in the WB (Figure 6D). Then, whether TRIM21 could play a role in T cell formation in the thymus was studied. Contrary to Δ*socs3*, thymi from *trim21*^−/−^ mice showed an increased number of thymocytes (Figure 6E) and reduced frequency of DN cells (Figure 6F), while the frequencies of other thymocytes populations in WT and *Trim21*^−/−^ were similar (Figures 6F–H). The frequency of γδ and β TCR+ DN cells in a WT and *Trim21*^−/−^ mice was also similar (Figure 6I).

### Reduced Central T Cell Tolerance Transcript Levels and Increased Expression of IL-6 Cytokine Family Regulated Genes in Δsocs3 TECs

The genome wide transcriptome of Δ*socs3* and WT CD45-EpCAM+ TECs was then compared. 

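RNA of CD45-negative EpCAM+ TECs was measured on 6 mouse whole-transcriptome arrays, 3 labelled Δ*socs3* and 3 labelled WT. EpCAM is a surface protein of epithelial cells, and the depletion with CD45 beads removes hematopoietic cells. Mice had been given Tm for 5 days and TECs were taken 7 days after the last dose. The methods describe labelling of antisense RNA with biotin by *in vitro* transcription, MAS5 scaling of the signals, and then a per chip and a per gene median normalization. The deposited table gives 1 log2 signal per probe set and array, from 2.34 to 19.93, for 65956 transcript clusters and 6732 control probe sets. Its values are not centred per gene and the medians of the arrays differ, so the table does not hold the result of every normalization step of the methods. The genome build behind it is not stated. Each array was shifted so that all 6 had 1 median. Of the transcript clusters, 30604 carry exactly 1 gene symbol, and for a gene with several of them the one with the highest mean was kept, which left 30142 genes. Genes were compared with limma and the Benjamini-Hochberg correction, with thresholds of 0.05 for the adjusted p and of a 2-fold change. The lists of gene families and cell types, the tests, the thresholds and most of the alternatives were set before the data were examined. Figure 7 and Supplementary Table 2 had been seen by then. Several lists, such as those of *Skint* genes, gp130 receptors, chemokines, the cell cycle, steroid synthesis and TGF-β signaling, take up themes the paper reports. Their results are therefore not independent of the paper's findings on these arrays. No filter on dim genes was applied, since the table holds no detection calls. Of the 189 genes selected for single values by a rule (not all of them printed), 79 have a mean below the 95th percentile of the negative control probe sets in both groups and 38 in 1 group, so the sizes of their differences are less certain. The number of arrays limits the precision. An exact permutation test of 3 arrays against 3 cannot give a p below 0.1. In data simulated with the same number of arrays and an equal spread, limma recovered 38.4% of the genes set to a log2 change of 1 and 84% of those set to 2. With a wider spread on 1 array it recovered 31.2% and 74%. Effects shared by the genes of an array were not simulated, so these shares may not carry over to the real arrays.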

Enriched TEC populations were negatively selected with CD45 magnetic beads and subsequently sorted as EpCAM+ cells. The whole genome transcriptome of three independent samples per group was determined. 

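The array labelled Δ*socs3* replicate 2 stood apart from the other 5. Across genes, which are not independent replicates, Pearson correlations between arrays were 0.962 to 0.98 for pairs with this array and 0.98 to 0.996 for pairs of the others. The 3 arrays labelled WT correlated at 0.993 to 0.996 with one another. RNAs with a poly-A tail that are spiked in before labelling averaged 6.66 (log2) on this array and 8.20 to 8.49 on the other 5. Spikes that control the hybridization averaged 9.90 on it and 11.02 to 11.11 on the others. Positive control probe sets lay 3.20 log2 units above negative controls on it and 3.96 to 4.26 above them on the others. The SD of its values over genes was 2.33, against 2.61 to 2.67. In 10457 of the 30142 genes (34.7%) the values of the 3 arrays with one label did not overlap those of the other 3. Chance gives 10% on average over all such splits. Genes of an array share effects, so the share in a single split can lie far from this average. The share in other splits was not counted. All differences are given as arrays labelled Δ*socs3* minus arrays labelled WT, as the deposited labels stand. With these labels, the 45 measured genes of Supplementary Table 2 all have the sign opposite to the one printed there, so to which genotype a direction belongs is open.

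**Figure D1:**
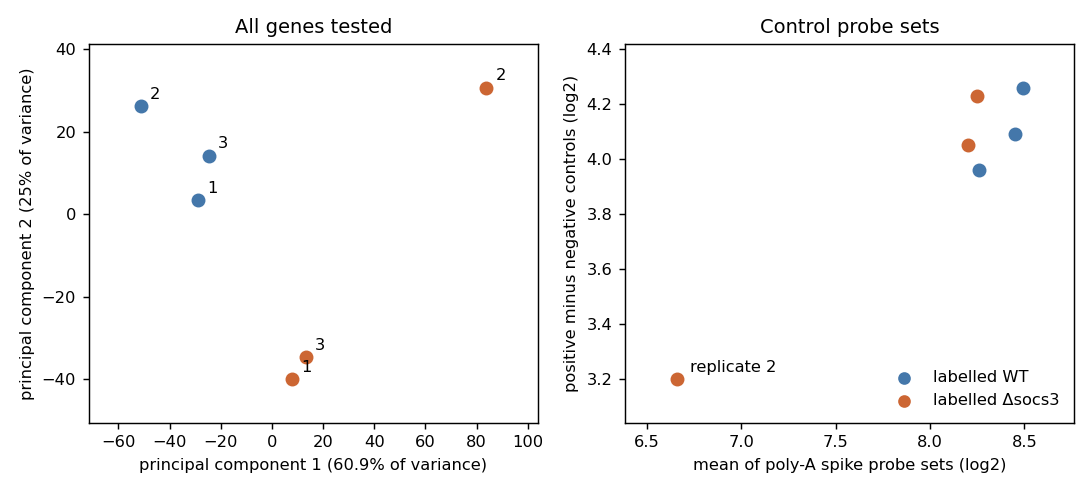
The 6 arrays by principal components of all 30142 genes (left, components 1 and 2 with their share of the variance) and by control probe sets (right, mean of the poly-A spikes against positive minus negative controls, both in log2). Each point is 1 array, coloured by its label, and the numbers on the left are replicate numbers. The array labelled Δsocs3 replicate 2 lies apart in both plots, at 6.66 for the spikes.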

Among 9,392 transcripts expressed above threshold levels in both groups, 703 were ≥ 2-fold and significantly differently (*p* < 0.05) expressed, 367 higher and 336 lower in WT than in Δ*socs3* WT TECs (Figure 7A). 

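*Serpina3n* encodes a secreted inhibitor of serine proteases. Its log2 signal was 9.20 ± 0.57 (SD, n = 3) on arrays labelled Δ*socs3* and 14.65 ± 0.47 (SD, n = 3) on arrays labelled WT, a difference of -5.45 (standard error 0.34, adjusted p = 0.00951 from limma). The mean on arrays labelled Δ*socs3* lies below the 95th percentile of the negative controls, so the size of this difference is set against a signal not above background. *Mgp*, for matrix Gla protein, was also lower on arrays labelled Δ*socs3*, at -2.75 (standard error 0.15, adjusted p = 0.00861). The segment *Igkv5-39* of the immunoglobulin kappa chain was lower at -4.47, with an SD of 1.41 among the 3 arrays labelled Δ*socs3*. Higher on arrays labelled Δ*socs3* were *Adgrg7*, an adhesion G protein-coupled receptor, at 2.85 (standard error 0.27, adjusted p = 0.0252), *Lyz1*, a lysozyme, at 2.41 (standard error 0.23), and *Ptgs2*, the inducible cyclooxygenase, at 2.36 (standard error 0.34, adjusted p = 0.0368). In total, 385 genes passed both thresholds, 115 higher and 270 lower on arrays labelled Δ*socs3*. With any fold, 511 genes passed, 155 higher and 356 lower. The balance of directions moved with the scaling, since without the shift of medians 234 genes were higher and 256 lower, and after quantile normalization 459 were higher and 302 lower. The median difference over all genes was -0.05 with the shift and 0.08 without it. Without the array labelled Δ*socs3* replicate 2, 882 genes passed, 530 higher and 352 lower, and 354 of the 385 genes were among them. Without any 1 of the other 5 arrays, 0 or 1 gene passed, and of the 96 that pass with all arrays among the 189 genes selected for single values, 95 or 96 no longer did.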

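Of 30 measured cell cycle genes, 8 were higher on arrays labelled Δ*socs3*, none was lower and 22 did not pass at an adjusted p under 0.05 from limma (18 higher when adjusted over the list alone, and 20 over all genes without the array labelled Δ*socs3* replicate 2). *Mki67*, a marker of dividing cells, was higher by 2.32 on the log2 scale (standard error 0.31, adjusted p = 0.0321), the kinesin *Kif11* by 1.99, the topoisomerase *Top2a* by 1.91 and the cyclin *Ccna2* by 1.51. The list shifted as a whole against all other genes by camera with a preset correlation of 0.01 (adjusted p = 4.06e-18), but not with an estimated correlation (adjusted p = 0.198). Of 29 replication-dependent histone genes, 8 were higher and none was lower, among them *H2ac10* at 1.48 and *Hist1h2aj* at 1.34 (10 higher and 4 lower when adjusted over the list alone, and 14 and 3 over all genes without replicate 2). For this list the adjusted p was 1.23e-05 with the preset and 0.198 with the estimated correlation. Of 31 genes of TGF-β and BMP signaling, 7 were lower and none was higher, including *Id1* at -1.99 (standard error 0.20, adjusted p = 0.0252), *Fst* at -1.73, *Thbs1* at -1.66 and *Id3* at -1.56 (19 lower when adjusted over the list alone, and 11 lower and 2 higher over all genes without replicate 2). The preset correlation gave this list an adjusted p of 6.47e-08 and the estimated one an adjusted p of 0.316. All 7 lower genes are among the 8 that Supplementary Table 2 lists as up in TGF-β signaling, and no other member passed. The study chose those 8 on these samples, so the result for this list is not independent evidence of a direction. Among 25 genes of steroid hormone biosynthesis, *Cyp17a1*, a steroid hydroxylase, was higher at 1.14 (adjusted p = 0.0495) and *Cyp1b1*, a cytochrome P450 that also metabolizes estrogens, lower at -2.67 (10 higher and 2 lower when adjusted over the list alone, and 9 and 1 over all genes without replicate 2). Camera gave an adjusted p of 1.5e-06, and an adjusted p of 0.0911 with an estimated correlation. Supplementary Table 1 lists the cell cycle and steroid hormone biosynthesis as down-regulated and TGF-β signaling as up-regulated in Δ*socs3* TECs. As labelled, camera's direction for these lists was the other way. That table comes from the same arrays, so these lists are not independent of it. Of 16 markers of dendritic cells and macrophages, 3 were higher and none was lower, namely *Lyz2* at 1.83, *Mrc1* at 1.26 and *C1qb* at 0.69 (6 higher when adjusted over the list alone, and 7 over all genes without replicate 2). Their list had an adjusted p of 3.96e-08 from camera and an adjusted p of 0.0742 with an estimated correlation. *Ccna2*, *Cyp17a1*, *Mrc1* and *C1qb* were dim in both groups.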

A GO analysis indicated several families with different transcript levels (Supplementary Table 1). Expression levels of 8 out of 11 transcripts of the Skint- and 3/ 6 of the related butyrophylin-like gene family were increased in WT TECs (Figure 7B). 

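The 11 *Skint* genes, which encode membrane proteins related to butyrophilins, lie together on chromosome 4 of GRCm38 between 111919555 and 114245028. On arrays labelled Δ*socs3*, 7 of them were higher, none was lower and *Skint5*, *Skint6*, *Skint7* and *Skint8* did not pass at an adjusted p under 0.05 from limma (10 higher when adjusted over the list alone). *Skint2* was at 12.01 ± 0.48 (SD, n = 3) on arrays labelled Δ*socs3* and at 9.28 ± 0.38 (SD, n = 3) on arrays labelled WT, a log2 difference of 2.73 (standard error 0.28, adjusted p = 0.0256). *Skint3* differed by 2.25 (standard error 0.29, adjusted p = 0.0299), *Skint4* by 2.18, *Skint9* by 2.07, *Skint1* by 2.03, *Skint10* by 1.48 and *Skint11* by 0.90. *Skint7* differed by 0.92 (standard error 0.22, adjusted p = 0.0773). *Skint11* was dim in both groups. Of the 6 butyrophilin-like genes measured, none passed over all genes, 4 were higher when adjusted over the list alone, and 4 were higher at an unadjusted p under 0.05 from limma and 3 with the methods' t-test. Without the array labelled Δ*socs3* replicate 2, 8 *Skint* and 3 butyrophilin-like genes were higher. As a list, the *Skint* family had an adjusted p of 2.09e-13 from camera and an adjusted p of 0.189 with an estimated correlation, and the butyrophilin-like family an adjusted p of 0.000202 and an adjusted p of 0.155 with an estimated correlation. The 11 genes of Figure 7B were chosen by the study on these samples and are not independent evidence of a direction. Of these, 7 were higher on arrays labelled Δ*socs3* (all 11 when adjusted over the list alone, and over all genes without replicate 2), with an adjusted p of 1.27e-15 from camera and an adjusted p of 0.189 with an estimated correlation.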

Genes within cytokine receptor interaction pathways were increased while others from the same GO were reduced in WT TECs (Supplementary Tables 2A–D). 

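Receptors and ligands of several cytokine families differed between the groups in both directions. The lists of Supplementary Table 2 were chosen by the study on these samples, so their counts are not independent evidence of a direction. Of 8 genes of TGF-β signaling listed as up, 7 were lower on arrays labelled Δ*socs3* at an adjusted p under 0.05 from limma, among them *Thbs2* at -1.48, *Thbs4* at -1.23 and *Tgfbr1*, and *Bmpr2* did not pass at -1.16 (adjusted p = 0.07). Of 12 genes of cytokine receptor interaction listed as up, 9 were lower, among them *Pdgfc* at -1.74 (standard error 0.21, adjusted p = 0.0292) and *Il13ra1* at -1.14 (adjusted p = 0.0455). Of 13 measured genes of cancer pathways listed as up, 8 were lower, including the ubiquitin ligase gene *Cblb* at -1.40 and *Ralgds* at -1.44 (standard error 0.22, adjusted p = 0.037), while *Igf1r* at -1.58 (adjusted p = 0.0542), *Wnt4* at -1.47 and *Gli3* at -1.25 did not pass. Of 16 measured cytokine receptor genes listed as down, 5 were higher, namely the chemokine genes *Ccl9* at 2.02 (standard error 0.21, adjusted p = 0.0256), *Ccl22* at 1.72 and *Ccl20* and the chemokine receptor genes *Ccr4* at 1.83 and *Ccr7* at 0.96. The receptor gene *Il5ra*, at 1.68 (adjusted p = 0.0695), *Il23a* at 1.42, *Il12rb2* at 1.07, *Ccl6* at 0.96 and *Il9* at 0.92 did not pass. The markers *Lyz2*, *Mrc1* and *C1qb* of macrophages and dendritic cells were higher on the same arrays, with *Mrc1* and *C1qb* dim in both groups. Dim in both groups too were *Thbs4*, *Pdgfc*, *Wnt4*, *Gli3*, *Ccl22*, *Ccl20*, *Ccr4*, *Il5ra*, *Il12rb2*, *Ccl6* and *Il9*. Adjusted over each list alone, 8, 12 and 13 genes of the 3 lists of up genes were lower and 16 of the list of down genes were higher, and the same numbers passed over all genes without the array labelled Δ*socs3* replicate 2. In this order, camera gave adjusted p of 7.99e-09, 1.06e-11, 1.53e-11 and 5.43e-18, and the adjusted p with an estimated correlation was 0.189, 0.198, 0.22 and 0.184.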

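*Il7*, which encodes a cytokine that thymocytes need for survival, was at 8.96 ± 0.22 (SD, n = 3) on arrays labelled Δ*socs3* and at 10.81 ± 0.37 (SD, n = 3) on arrays labelled WT, a log2 difference of -1.85 (standard error 0.22, adjusted p = 0.0266 from limma). *Tgfbi*, a matrix protein gene induced by TGF-β, differed by -2.49 (standard error 0.31, adjusted p = 0.0292), *Tgfbr3* by -1.99, the Wnt receptor gene *Fzd3* by -1.66, *Ptgdr* by -1.48, the survival gene *Bcl2* by -1.36 and the transcription factor gene *Bcl11a* by -1.32, all past the test. *Il2ra* at -1.35 (adjusted p = 0.0642), *Jag2* at -1.34 (adjusted p = 0.0782) and *Foxo1* at -1.28 (adjusted p = 0.0717) did not pass. *Fzd3*, *Ptgdr*, *Bcl2*, *Bcl11a* and *Foxo1* were dim in both groups. Of the 18 genes in the heat map of Figure 7C, 16 were measured, 10 were lower on arrays labelled Δ*socs3*, none was higher and 6 did not pass (15 lower and 1 higher when adjusted over the list alone, and as many over all genes without the array labelled Δ*socs3* replicate 2). The study chose these genes on these samples, so the count is not independent evidence of a direction. Camera gave them an adjusted p of 7.58e-11 with a preset correlation, and an adjusted p of 0.237 with an estimated correlation. The receptors that share the common γ-chain and their kinases and STATs formed another list. None of its 12 measured genes passed (3 higher and 3 lower at an unadjusted p under 0.05 from limma, 3 and 4 with the methods' t-test, and 2 higher and 3 lower when adjusted over the list alone), and 2 were higher and 2 lower over all genes without replicate 2. *Il9r* differed by 0.67 (adjusted p = 0.0604), *Il15ra* by -0.88 (adjusted p = 0.0998) and *Jak1* by -0.57. The median of this list was -0.18 and its direction by camera was upward (adjusted p = 0.997). *Il2rg* and *Jak3* were not analysed here.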

The relative levels of several genes stimulated via the common cytokine receptor γ-chain (IL-2R_γ*c*_) signaling pathway were decreased in WT compared to Δ*socs3* TECs (Figure 7C).

**Figure 7:**
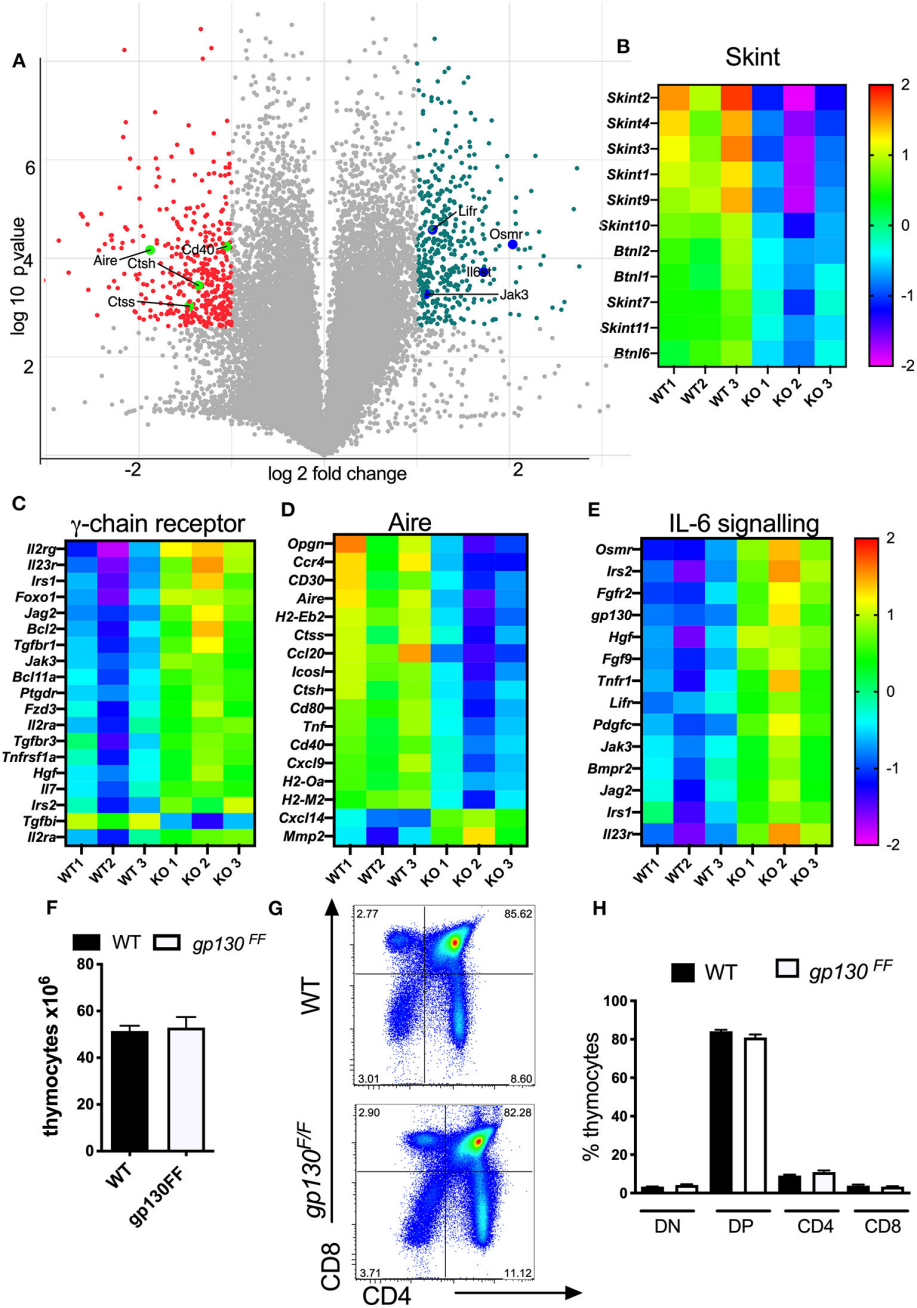
Δsocs3 TECs show diminished expression of genes involved in T-cell selection and increased levels of those from the IL-6 family. **(A)** Volcano plot of the gene expression comparing the log_2_ fold change (FC) differences and the statistical significance (log_10_ probability) of transcript levels from three independent Δ*socs3* and WT TECs samples. Highly dysregulated in absence of SOCS3 are labeled in pink. The Student-Newman-Keuls *post-hoc* test was used to identify the specific groups in which significant differential expression occurred. The heat maps of **(B)** skint, **(C)** common γ-chain receptor **(D)** aire, and **(E)** IL-6 signaling pathways representing transcript levels in mutant and control TECs are depicted. Data were normalized for each gene by mean subtraction of log_2_ transformed values. Gene names are shown adjacent to heat maps. For all genes included in the heat maps, differences between WT and Δ*socs3* TECS are statistically significant. **(F)** The mean thymocyte number, **(G)** a representative dot plot and **(H)** the frequencies of DN, DP, CD4, and CD8 SP thymocytes ± SEM in *Gp130*^*F*/*F*^ and WT mice (*n* = 5 per group).

The expression level of genes involved in T cell selection (such as *Aire, CD40, CD80*); several genes from the MHC-II locus and *Cathepsin m* and -*l* (involved in antigen presentation); chemokines and chemokine receptors as well as members of the TNF-receptor family involved in thymocyte development were all higher in WT than in Δ*socs3* TECs (Figure 7D).

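*Aire*, the transcription factor gene that drives tissue antigens in mTECs, lies on chromosome 10 of GRCm38 from 78030022 to 78043610. Its log2 signal was 13.19 ± 0.41 (SD, n = 3) on arrays labelled Δ*socs3* and 11.43 ± 0.43 (SD, n = 3) on arrays labelled WT, a difference of 1.76 (standard error 0.28, adjusted p = 0.0386 from limma). The costimulatory gene *Cd80* was higher on arrays labelled Δ*socs3* by 1.30 (standard error 0.22, adjusted p = 0.0429), *Icosl* by 1.53 and the chemokine gene *Ccl20* by 2.04 (standard error 0.23, adjusted p = 0.0262), while *Cd40* differed by 0.92 (standard error 0.19, adjusted p = 0.0612), which did not pass. Of 18 genes of mature mTECs, 6 were higher and none was lower (11 higher when adjusted over the list alone, and 12 over all genes without the array labelled Δ*socs3* replicate 2). Of 15 genes of MHC class II presentation, *H2-Eb2* was higher at 1.70 (adjusted p = 0.0321), the proteases *Ctsl* at -0.95 (standard error 0.17, adjusted p = 0.0482) and *Lgmn* at -1.72 were lower and 12 did not pass, among them *Ctss* at 1.32 (adjusted p = 0.0829), *Ctsh* at 1.21 and *H2-Oa* at 0.88 (6 higher and 2 lower when adjusted over the list alone, and as many over all genes without replicate 2). *H2-M2*, outside that list, was higher at 1.17 (adjusted p = 0.0474). *Ctsm* had a dim signal and a difference of 0.02 (standard error 0.16, adjusted p = 0.96), which turned to -0.02 after quantile normalization. Of 55 chemokines and their receptors, 6 were higher (*Ccl20*, *Ccl9*, *Ccr4*, *Ccl22*, *Ccr7* and *Xcl1* at 0.69) and *Cxcl14* was lower at -1.50 (18 higher and 7 lower when adjusted over the list alone, and 18 and 3 over all genes without replicate 2). The macrophage and dendritic cell marker genes *Lyz2*, *Mrc1* and *C1qb* were higher on the same arrays, with *Mrc1* and *C1qb* dim in both groups. The chemokine and receptor genes *Ccl20*, *Ccl22*, *Ccr4* and *Cxcl14* were dim in both groups too. Of the 17 genes in the heat map of Figure 7D, chosen by the study on these samples and so not independent evidence, 7 were higher and 1 was lower (15 and 2 when adjusted over the list alone, and as many over all genes without replicate 2). *Cxcl9* at 1.11, *Tnf* at 1.13 and *Mmp2* at -1.61 were among the 9 that did not pass. Camera gave an adjusted p of 1.07e-11 for mature mTECs, 0.0117 for MHC class II, 1.33e-07 for chemokines and 5.5e-13 for the heat map, and the adjusted p with an estimated correlation was 0.22, 0.557, 0.112 and 0.198.

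**Figure D2:**
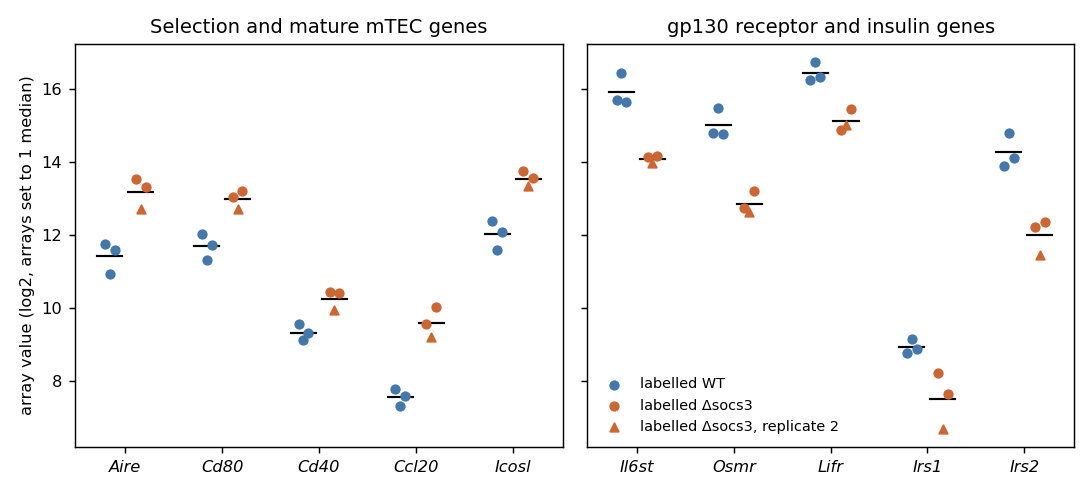
Signals of 5 genes of T cell selection and mature mTECs (left) and of 5 genes of gp130 receptors and insulin signaling (right) on the 6 arrays, in log2 after all arrays were set to 1 median. Points are arrays, coloured by label, triangles are the array labelled Δsocs3 replicate 2, and bars are means of 3 arrays. *Aire* has means of 13.19 and 11.43, and in all 10 genes the arrays of one label lie on one side of the arrays of the other.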

The SOCS3 regulation of STAT3 activation by the gp130 receptor signaling controls inflammatory responses via the IL-6 receptor family (42). In line with this, several genes related to IL-6 signaling or regulated by SOCS3 such as *Gp130, Osmr, Lifr, Irs1, Irs2*, and *Lifr* were reduced in WT TECs (Figure 7E). 

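*Il6st*, which encodes gp130, the shared signaling subunit of the IL-6 receptor family, lies on chromosome 13 of GRCm38 from 112464070 to 112506860. Its log2 signal was 14.10 ± 0.10 (SD, n = 3) on arrays labelled Δ*socs3* and 15.92 ± 0.45 (SD, n = 3) on arrays labelled WT, a difference of -1.82 (standard error 0.23, adjusted p = 0.0292 from limma). The oncostatin M receptor gene *Osmr* differed by -2.16 (standard error 0.24, adjusted p = 0.0262), the LIF receptor gene *Lifr* by -1.32 (standard error 0.20, adjusted p = 0.0376) and the insulin receptor substrate gene *Irs2* by -2.25 (standard error 0.31, adjusted p = 0.0338). *Irs1* differed by -1.40 (standard error 0.36, adjusted p = 0.0878), which did not pass, and passed without the array labelled Δ*socs3* replicate 2, at -0.99. The growth factor genes *Fgf9* at -1.78 and *Fgfr2* at -1.85 were lower as well. *Irs1* and *Fgf9* were dim in both groups. Of the 14 genes in the heat map of Figure 7E, 13 were measured, 8 were lower on arrays labelled Δ*socs3*, none was higher and 5 did not pass, among them *Tnfrsf1a* at -1.72 (adjusted p = 0.0576) (12 lower and 1 higher when adjusted over the list alone, and as many over all genes without replicate 2). The study chose these genes on these samples, so the count is not independent evidence of a direction. Of 15 measured gp130 cytokines, receptors and kinases, *Il6st*, *Osmr* and *Lifr* were lower, none was higher and 12 did not pass, among them *Cntfr* at -0.62 (7 lower when adjusted over the list alone). Of 19 targets of STAT3, 4 were lower and none was higher, namely *Osmr*, *Il6st*, *Lcn2*, which encodes lipocalin 2, at -1.73 (adjusted p = 0.0306) and *Fos* at -1.10 (12 lower when adjusted over the list alone, and 10 over all genes without replicate 2). These lists overlap. The genes that passed in the gp130 list are all in Figure 7E, and *Osmr* and *Il6st* are in all 3 lists. *Fos* is also an immediate early gene, and 11 of 12 measured immediate early genes were lower on the same arrays. Camera gave an adjusted p of 2.93e-09 for the heat map, 0.0098 for the gp130 list and 3.26e-07 for STAT3 targets, and the adjusted p with an estimated correlation was 0.22, 0.316 and 0.282.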

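The gene *Socs3* lies on chromosome 11 of GRCm38 from 117966079 to 117970336. Its log2 signal was 8.54, 8.14 and 8.38 on the 3 arrays labelled Δ*socs3* and 8.00, 8.25 and 7.88 on the 3 labelled WT, so the groups overlap. The means were 8.36 ± 0.20 (SD, n = 3) and 8.04 ± 0.19 (SD, n = 3), a difference of 0.32 (standard error 0.16, adjusted p = 0.284 from limma). An exact two-sided permutation test gave p = 0.2, where the smallest p that 3 arrays against 3 allow is 0.1. The difference was 0.45 without the shift of medians, and 0.54 after quantile normalization, where it passed the test. Whether the probes of *Socs3* lie in the floxed part of the gene is not known, so the signal need not follow the deletion, and both means lie below the 95th percentile of the negative controls. Of the 8 SOCS family genes, none passed (5 lower at an unadjusted p under 0.05 from limma, 4 with the methods' t-test, and 3 lower when adjusted over the list alone). *Socs7* differed by -0.83 (adjusted p = 0.0798), *Socs2* by -0.49, *Socs5* by -0.41 and *Socs6* by -0.41. Camera gave the family an adjusted p of 0.0468, and an adjusted p of 0.489 with an estimated correlation. The family no longer passed when the lists the study chose on these samples were left out of the correction.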

*Socs3* mRNA levels were significantly reduced in Δ*socs3* TECs as compared to controls. We then asked if SOCS3 binding to gp130 was critical for T cell generation in the thymus. Cells from *Gp130*^*F*/*F*^ mice, harboring a mutation that ablates SOCS3 binding to gp130, show exaggerated STAT3 responses (25). We found that the thymus cellularity, the frequency and numbers of different thymocyte subpopulations in *Gp130*^*F*/*F*^ and WT controls were similar (Figures 7F–H). Thus, SOCS3 control of gp130 signaling is redundant for the differentiation of T cells in the thymus.

## Discussion

We here show that SOCS3 is critical in the regulation of T cell formation in the thymus and for maintenance of thymus architecture by using mice with a Tm-inducible *Socs3* gene deletion. Off-targets effects of cre and Tm treatment previously reported by others and us were carefully ruled out (35, 43, 44).

The thymus is highly sensitive to acute stress, and malnutrition, pregnancy, infection, autoimmune diseases and cancer might result in the reduction in thymus size (45). Our data demonstrate an important role for SOCS3 in thymus homeostasis under physiological conditions.

Mice lacking SOCS3 in the skin developed exacerbated chronic inflammation (46, 47). Δ*socs3* mice showed neither clinical signs nor inflammatory histopathology in other organs. This might be explained by the fact that we recorded thymic changes at an early time point, 7–10 days, after the induction of *Socs3* gene deletion. In comparison, mice lacking SOCS3 in hematopoietic cells or in keratin-5-expressing epithelial cells that showed inflammatory disease at 3 or 4 months of age (14, 46). In line with our observation, mice deficient in SOCS3 in neurons (48), glia (48), endothelial cells (49), smooth muscle cells (50), gut epithelial cells (51), myeloid cells (21) or B cells (52) showed no spontaneous autoimmune or inflammatory disease.

Δ*socs3* mice displayed a striking reduction in the numbers of all thymocyte subpopulations. The reduced proliferation of Δ*socs3* DN and the increased frequency of DN3 cells indicate that SOCS3 regulates early stages of T cell development in the thymus. This is further evidenced by very low frequency and the dramatically increased level of apoptosis of remaining Δ*socs3* DP cells. The BrdU labeling also revealed the impaired differentiation to of thymocytes.

The lower frequencies of naïve CD44^low^ T cells in secondary lymphoid organs of Δ*socs3* mice suggest a lymphopenia-triggered homeostatic proliferation of naïve T cells that may acquire a memory phenotype even in the absence of antigenic stimulus (53). The reduced CD24 and increased Qa-2 levels in Δ*socs3* SPs and in peripheral CD44 negative T cells suggest the accumulation of pre-recent thymic emigrants (RTE) in the thymus and RTE in secondary lymphoid organs. This might compensate for a dysfunctional T cell formation in the Δ*socs3* thymus: pre-RTEs display a selective survival advantage over other thymocyte populations and both pre-RTEs and RTEs are essential for the establishment and maintenance of a self-tolerant and a diverse and functional T cell repertoire (54, 55).

The thymic involution was recapitulated in BM chimeric mice in which recipient cells were SOCS3-deficient. Moreover, thymus transplantation experiments showed that SOCS3 in thymic stroma cells is required during T cell formation, while the role of SOCS3 in thymocytes or in hematopoitic cells in T cell development was minor and redundant and it could only be observed in chimeric mouse when Δ*socs3* mice were used as recipients.

Whereas, the numbers of cTECs and mTECs in the mutant thymus remained unaltered, the thymus structure was altered in Δ*socs3* thymi. A clear demarcation of medulla and cortex was absent, and an aberrant co-localization of cTECs and mTECs was observed in Δ*socs3* thymi.

Here we show that SOCS3 binds to TRIM21 in OP9-DL-1 epithelial cells. SOCS and TRIM proteins target the receptor complex for ubiquitination and proteasome- degradation, acting as substrate adaptors (56). SOCS3 in TECs could promote TRIM21 degradation or TRIM21 might target SOCS3 for degradation thus impairing the JAK kinase inhibition. The increased numbers of thymocytes and reduced DN population frequencies are dissimilar to the features of Δ*socs3* thymi and suggest that TRIM21 might reduce SOCS3 stability in TECs, a possibility that remains to be confirmed. Another member of the family, TRIM8 has been shown to interact with SOCS1 decreasing its stability and levels (40). TRIM8 interacted also with PIAS3 and Hsp90β regulating STAT3 activation (57, 58). TRIM21 is expressed in the thymus (26), and the alterations in frequencies and numbers of thymocyte subpopulations can reflect an altered T cell development in the thymus, which might contribute to the autoimmune phenotype of *Trim21*^−/−^ mice (26).

SOCS3 binds to gp130 hampering the response to cytokines of the IL-6 family (10). Transgenic animals overexpressing IL-6 cytokine family members LIF, IL-6 or OSM show thymus involution, and similar results were observed after administration of recombinant cytokines (59, 60). These cytokines present in the thymic microenvironment, are produced by TECs, increase with age and have been associated to thymic atrophy (60). Gp130 is expressed ubiquitously on thymocytes (61) and on thymic epithelium (62) and thymic atrophy caused by these cytokines was reverted by gp130 neutralization. On the other hand, gp130 was shown to be required for proper thymic formation (63), and deficiency of OSM or IL-6 resulted in thymic hypoplasia, altered medullary structure and autoreactivity (64–66). Thus, the IL-6R family of cytokines in physiological states protects the thymic structure but might suppress thymic functions at high concentrations. In our hands, *Gp130*^*F*/*F*^ mice showed no differences in thymocyte populations numbers and frequencies, indicating that SOCS3 signaling through gp130 is redundant in SOCS3-mediated thymus maintenance. This is in agreement with previous data showing that thymi from *Gp130*^*F*/*F*^ and WT controls have similar cellularity (47). Yet, *Lifr* and *Osmr* transcripts were increased in Δ*socs3* TECs indicating that a more indirect role of SOCS3 increasing these or transcripts for *Irs1, Irs2, Tgfr1, Hgf* and *Igf1* all previously suggested to be involved in thymic formation or maintenance.

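The growth factor gene *Hgf* had a log2 signal of 8.49 ± 0.60 (SD, n = 3) on arrays labelled Δ*socs3* and of 10.47 ± 0.15 (SD, n = 3) on arrays labelled WT, a difference of -1.98 (standard error 0.29, adjusted p = 0.0364 from limma). *Tgfbr1*, for a TGF-β receptor, differed by -1.23 (standard error 0.22, adjusted p = 0.049). *Igf1* ran the other way, at 10.27 ± 0.50 (SD, n = 3) on arrays labelled Δ*socs3* and 9.54 ± 0.24 (SD, n = 3) on arrays labelled WT, a difference of 0.72 (standard error 0.26, adjusted p = 0.162) that did not pass, and passed without the array labelled Δ*socs3* replicate 2, at 1.00 (adjusted p = 0.0133). Of 16 measured genes of insulin and IGF signaling, *Irs2* and *Igfbp4* were lower on arrays labelled Δ*socs3*, none was higher and 14 did not pass (10 lower and 2 higher when adjusted over the list alone, and 7 lower and 2 higher over all genes without replicate 2). *Igfbp4* and *Igfbp5* encode binding proteins of IGFs, and differed by -2.43 (standard error 0.21, adjusted p = 0.0229) and by -0.91 (adjusted p = 0.0501). Camera gave the list an adjusted p of 0.00092, and an adjusted p of 0.489 with an estimated correlation.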

Skint and butyrophilin are members of the butyrophilin-like subfamily of B7-related proteins that, similar to MHC or CD1, modulate T cell functions and are considered to be co-stimulatory molecules (67). Butyrophilins-like molecules are expressed by TECs and regulate thymic T cell selection, particularly that of γδ T cells (68, 69). 

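On arrays labelled Δ*socs3*, *Btnl2* had a log2 signal of 8.13 ± 0.36 (SD, n = 3), against 7.10 ± 0.13 (SD, n = 3) on arrays labelled WT, a difference of 1.03 (standard error 0.20, adjusted p = 0.0542 from limma). *Btnl6* differed by 0.95 (standard error 0.18, adjusted p = 0.0546) and *Btnl1* by 0.88 (standard error 0.20, adjusted p = 0.0757). All 3 narrowly missed the threshold with 6 arrays and passed without the array labelled Δ*socs3* replicate 2, at adjusted p of 0.00563, 0.0277 and 0.00927. *Btnl4* differed by 0.63 (adjusted p = 0.154), and did not pass without replicate 2 either. These 4 genes are dim, with means below the 95th percentile of the negative controls in both groups.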

We observed a remarkable reduction in the levels of several transcripts of the butyrophilin family in Δ*socs3* TECs. This suggests that SOCS3 in TECs control T cell maturation in the thymus by regulating the levels of butyrophilin-like proteins.

The alterations in Δ*socs3* thymi resemble the age-associated changes in thymopoiesis, in which defects within the thymic stromal niche result in impaired T cell development. Several studies have demonstrated that with age, the thymic microenvironment undergoes structural, phenotypical, and architectural changes (70), including the down regulation of MHC-II (71), which we observed in Δ*socs3* mTECs. While our data indicate that SOCS3 affects thymocyte maturation already at DN stage, a role of the molecule at later stages of thymic maturation cannot be ruled out. The autoimmune regulator AIRE transcription factor, the cell surface receptors CD40 and RANK mediate mTECs development and central tolerance, whereas LT-β receptor is required for mTEC differentiation and expression of adhesion molecules needed for proper localization of T cell precursors. AIRE+ mTEC^hi^ subsets are further subdivided based on osteoprotegerin (OPG) expression. OPG regulates the cellularity of mTECs and the size of the medullary region in the thymus, by attenuating the RANK-mediated mTECs proliferation (7). 

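*Tnfrsf11b*, the gene of osteoprotegerin, had a log2 signal of 11.32 ± 0.66 (SD, n = 3) on arrays labelled Δ*socs3* and of 9.46 ± 0.38 (SD, n = 3) on arrays labelled WT, a difference of 1.86 (standard error 0.34, adjusted p = 0.0518 from limma), which did not pass. *Tnfrsf8*, the gene of CD30, differed by 1.37 (standard error 0.30, adjusted p = 0.0669) and *Tnfrsf11a*, the gene of RANK, by 0.58 (standard error 0.25, adjusted p = 0.212), and neither passed. Without the array labelled Δ*socs3* replicate 2, these 3 genes passed, at 2.20, 1.66 and 0.86. Of 27 members of the TNF receptor superfamily, *Edar*, the ectodysplasin receptor gene, was lower at -1.12 (adjusted p = 0.0376), none was higher and 26 did not pass (6 higher and 5 lower when adjusted over the list alone, and 10 and 3 over all genes without replicate 2). Camera gave this list an adjusted p of 0.122. *Edar* was dim in both groups. Among the classical MHC class II genes, *H2-Aa* at 0.01 (adjusted p = 0.96), *H2-Ab1* at -0.12 (adjusted p = 0.592) and *H2-Eb1* at 0.20 (adjusted p = 0.388) did not pass.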

In line with this, the levels of *Aire*, the members of the TNFR superfamily *Opg, Cd40, Rank*, and *CD30*, chemokines like *Ccl20* and transcripts coding for MHC molecules controlling T cell selection in the thymus were all diminished in Δ*socs3* TECs (72).

In summary, SOCS3 expression by the thymic stroma, but not in thymocytes is required for the maintenance of the thymic architecture and the correct localization and maturation of cTECs and mTECs. SOCS3 inhibits the expression of a number of genes in TECS (including *Irs1, Irs2, Il23r*, or *Lepr*) that regulate thymocyte differentiation and promotes several genes involved in central tolerance. 

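*Il23r* had a log2 signal of 12.08 ± 0.47 (SD, n = 3) on arrays labelled Δ*socs3* and of 10.89 ± 0.43 (SD, n = 3) on arrays labelled WT, a difference of 1.19 (standard error 0.30, adjusted p = 0.0843 from limma) that did not pass, and passed without the array labelled Δ*socs3* replicate 2, at 1.45. The leptin receptor gene *Lepr* was dim, at 5.54 ± 0.19 and 5.44 ± 0.13 (SD, n = 3 each), and its difference of 0.09 (standard error 0.15, adjusted p = 0.74) turned to -0.01 without replicate 2. Of 13 measured tissue antigen genes that AIRE is known to induce, 4 were higher on arrays labelled Δ*socs3* and none was lower. These were *Apoa4*, an intestinal apolipoprotein gene, at 2.47 (standard error 0.24, adjusted p = 0.0252), the testis fatty acid binding protein gene *Fabp9* at 2.36, the neutrophil protein gene *S100a8* at 2.18 and the milk casein gene *Csn2* at 2.09 (11 higher when adjusted over the list alone, and 11 over all genes without replicate 2). Camera gave the list an adjusted p of 1.16e-11, and an adjusted p of 0.155 with an estimated correlation. The macrophage and dendritic cell markers *Lyz2* at 1.83, *Mrc1* at 1.26 and *C1qb* at 0.69 were higher on the same arrays, with *Mrc1* and *C1qb* dim in both groups. Of the tissue antigen genes, *Apoa4*, *Fabp9* and *S100a8* were dim on arrays labelled WT. The paper concludes that SOCS3 inhibits genes of thymocyte differentiation in TECs, with *Irs1*, *Irs2*, *Il23r* and *Lepr* as examples, and promotes genes of central tolerance.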

In absence of SOCS3 in the thymic stroma, thymocyte proliferation and differentiation are hampered. Δ*Socs3* thymocytes accumulate at the DN stage where generation of both β- and γδ TCR DN cell frequencies are reduced. The diminished frequency and survival of DP cells may lead to a deficient differentiation of SPs cells observed. Consequently, the production of recent thymic emigrants and the frequency of naïve T cells are reduced.

Altogether, we here show that SOCS3 plays a central role in maintaining the maturation and morphology and tissue distribution of TECs. Our results indicate that SOCS3 through this role provides niches for thymocyte maturation, and consequently is required for proper thymocyte development and naïve T cell export.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/, GSE165216.

## Ethics Statement

The animal study was reviewed and approved by Stockholms North Region Animal Research Ethic Committee.

## Author Contributions

BC and MR: conceptualization. YG, RL, CH, JB, CH-Z, AY, FZ, BC, AE, and MW-H: investigation. YG, JB, AY, BC, MK, MW-H, and MV: formal analysis. MR: wrote the manuscript. All authors revised the manuscript and approved the final version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: SOCS3 Expression by Thymic Stromal Cells Is Required for Normal T Cell Development
**Source:** Front Immunol. 2021 Mar 18;12:642173. doi: 10.3389/fimmu.2021.642173
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Data

## Supplementary methods

The bead-bound proteins were reduced in 1 mM DTT at 60 degrees Celsius for 30 minutes. Next, samples were alkylated by incubation in the dark at room temperature in 5 mM chloro-acetamide for 20 minutes. After incubation the remaining chloro-acetamide was quenched by the addition of 4 mM DTT. Digestion was carried out by the addition of 1 µg Trypsin (sequencing grade modified, Pierce) and over-night incubation at 37°C. The next day the supernatant was collected and cleaned by a modified sp3 protocol [29]. Briefly, 10 µl Sera‐Mag SP3 bead mix (10 µg/µl) was added to the sample. Next, 100% acetonitrile was added to achieve a final concentration of >95%. Samples were pipette-mixed and incubated for 15 minutes at room temperature and then placed on a magnetic rack. The supernatant was aspirated and discarded and the beads were washed in 180 µl of acetonitrile. Samples were removed from the magnetic rack and beads were reconstituted in 15 µl of phase A (3% ACN 0.1% Formic Acid), followed by 1 minute of sonication. Then the beads were placed on a magnetic rack again and the supernatant was recovered and transferred to an MS-vial.

Q-Exactive Online LC-MS was performed using a Dionex Ultimate™ 3000 RSLCnano System coupled to a Q-Exactive mass spectrometer (Thermo Scientific). 7 uL was injected from each sample. Samples were trapped on a C18 guard desalting column (Acclaim PepMap 100, 75um x 2 cm, nanoViper, C18, 5 µm, 100 Å), and separated on a 50 cm long C18 column (Easy spray PepMap RSLC, C18, 2 um, 100Å, 75 umx15cm). The nano capillary solvent A was 95% water, 5%DMSO, 0.1% formic acid; and solvent B was 5% water, 5% DMSO, 95% acetonitrile, 0.1% formic acid. At a constant flow of 0.25 μl min^−1^, the curved gradient went from 6%B up to 43%B in 180 min, followed by a steep increase to 100% B in 5 min.

FTMS master scans with 60,000 resolution (and mass range 300-1500 m/z) were followed by data-dependent MS/MS (30 000 resolution) on the top 5 ions using higher energy collision dissociation (HCD) at 30% normalized collision energy. Precursors were isolated with a 2m/z window. Automatic gain control (AGC) targets were 1e6 for MS1 and 1e5 for MS2. Maximum injection times were 100ms for MS1 and MS2. The entire duty cycle lasted ~2.5s. Dynamic exclusion was used with 60s duration. Precursors with unassigned charge state or charge state 1 were excluded. An underfill ratio of 1% was used.

The MS raw files were searched using Sequest-Percolator or Target Decoy PSM Validator under the software platform Proteome Discoverer 1.4 (Thermo Scientific) against mouse Uniprot database and filtered to a 1% false discovery rate cut off.

# Supplementary Figures

## Supplementary Figure 1

##

### Reduced number of different thymocytes subpopulations in Δsocs3 thymi

**A**) Representative micrographs from haematoxylin and eosin-stained tissue sections from the lung and liver from WT and *Δsocs3* mice (n=4 per group analysed) 7 days after the last dose of Tm. Note that inflammatory infiltrates are not observed WT or *Δsocs3* tissues.The mean number of (**B**) DN, **(C)** DP, **(D)** CD4 SP and **(E)** CD8 SP thymocytes subpopulations ± SEM of *Δsocs3* and WT mice are depicted. **F)** The mean number of γδ T cells within DN *Δsocs3* and WT thymocytes ± SEM are shown. **G)** The mean number of DN thymocyte subpopulations in WT and *Δsocs3* thymocytes are depicted. Differences between groups are significant at **p<0.01 and *p<0.05 one-way ANOVA, n=5 animals per group.

**Supplementary figure 2**

###

### Reduced number of DPs thymocytes subpopulations in Δsocs3 bone marrow recipients

Radiation bone marrow (BM) chimeras were generated using WT and *Δsocs3* mice as recipients or donors. Sixty days after transplantation, mice were treated with Tm and sacrificed 7 days after the last dose. The mean number of *Δsocs3* and WT (**A**) DN, **(B)** DP, **(C)** CD4 SP and **(D)** CD8 SP thymocytes ± SEM are depicted. Differences between groups are significant at * p≤0.05, ** p≤0.01 unpaired one-way ANNOVA.  **E, F)** The mean % ± SEM of IL-7R+ **(E)** CD4 and **(F)** CD8 SP thymocytes in BM chimeras of *Δsocs3* and WT mice. Differences between groups are significant at * p≤0.05, ** p≤0.01 and *** p≤0.001, one-way ANNOVA and unpaired Student’s t test. The experiments were repeated twice with similar results. **G)** Histogram of IL7R expression on CD8 SP in *Δsocs3* and WT bone marrow chimeric mice. An isotype control is included in the overlay.

## Supplementary Figure 3

##

### SPs thymocytes display a more mature phenotype in Δsocs3 thymi

**A-H)** The mean MFI ± SEM and histograms of **(A-D)** Qa-2 and **(E-H)** CD24 expression in WT and *Δsocs3* CD4 (**A, B, E, F)** and CD8 SP **(C, D, G, H)** thymocytes are depicted. Differences between groups (n=5 animals per group) are significant at **p<0.01 Student’s *t* test. **I**) The mean frequencies of Foxp3+ cells within WT and *Δsocs3* CD4 SPs ± SEM (n= 6 per group) are depicted.

## Supplementary Figure 4

### T cell development in thymic organoids grafted in the kidney capsule

Photograph of the kidney showing the thymic graft **(A)** before and **(B)** after excision. **C)** Labelling of CD45.1+ thymocytes in the kidney graft resulting from CD45.2+ WT thymic implantation and **D)** representative dot plot analysis of the CD4 and CD8 expression in the CD45.1 gated thymocytes in a CD45.2 WT graft. **E, F)** The mean number of *socs3 lck cre* and *lck cre* DN, DP, CD4 SP and CD8 SP thymocytes ± SEM are depicted. Representative dot plots and, **F)** mean frequency ± SEM of β- and γδ TCR DN thymocytes in *Socs3^fl/fl^ cd4cre* and *cd4 cre* thymocytes ± SEM are shown. **G)** The dot plots of BrdU+ gated WT and *Δsocs3* lineage negative thymocyte populations labelled with CD4 and CD4, at 4 and 72h after BrdU administration are shown.

## Supplementary Figure 5

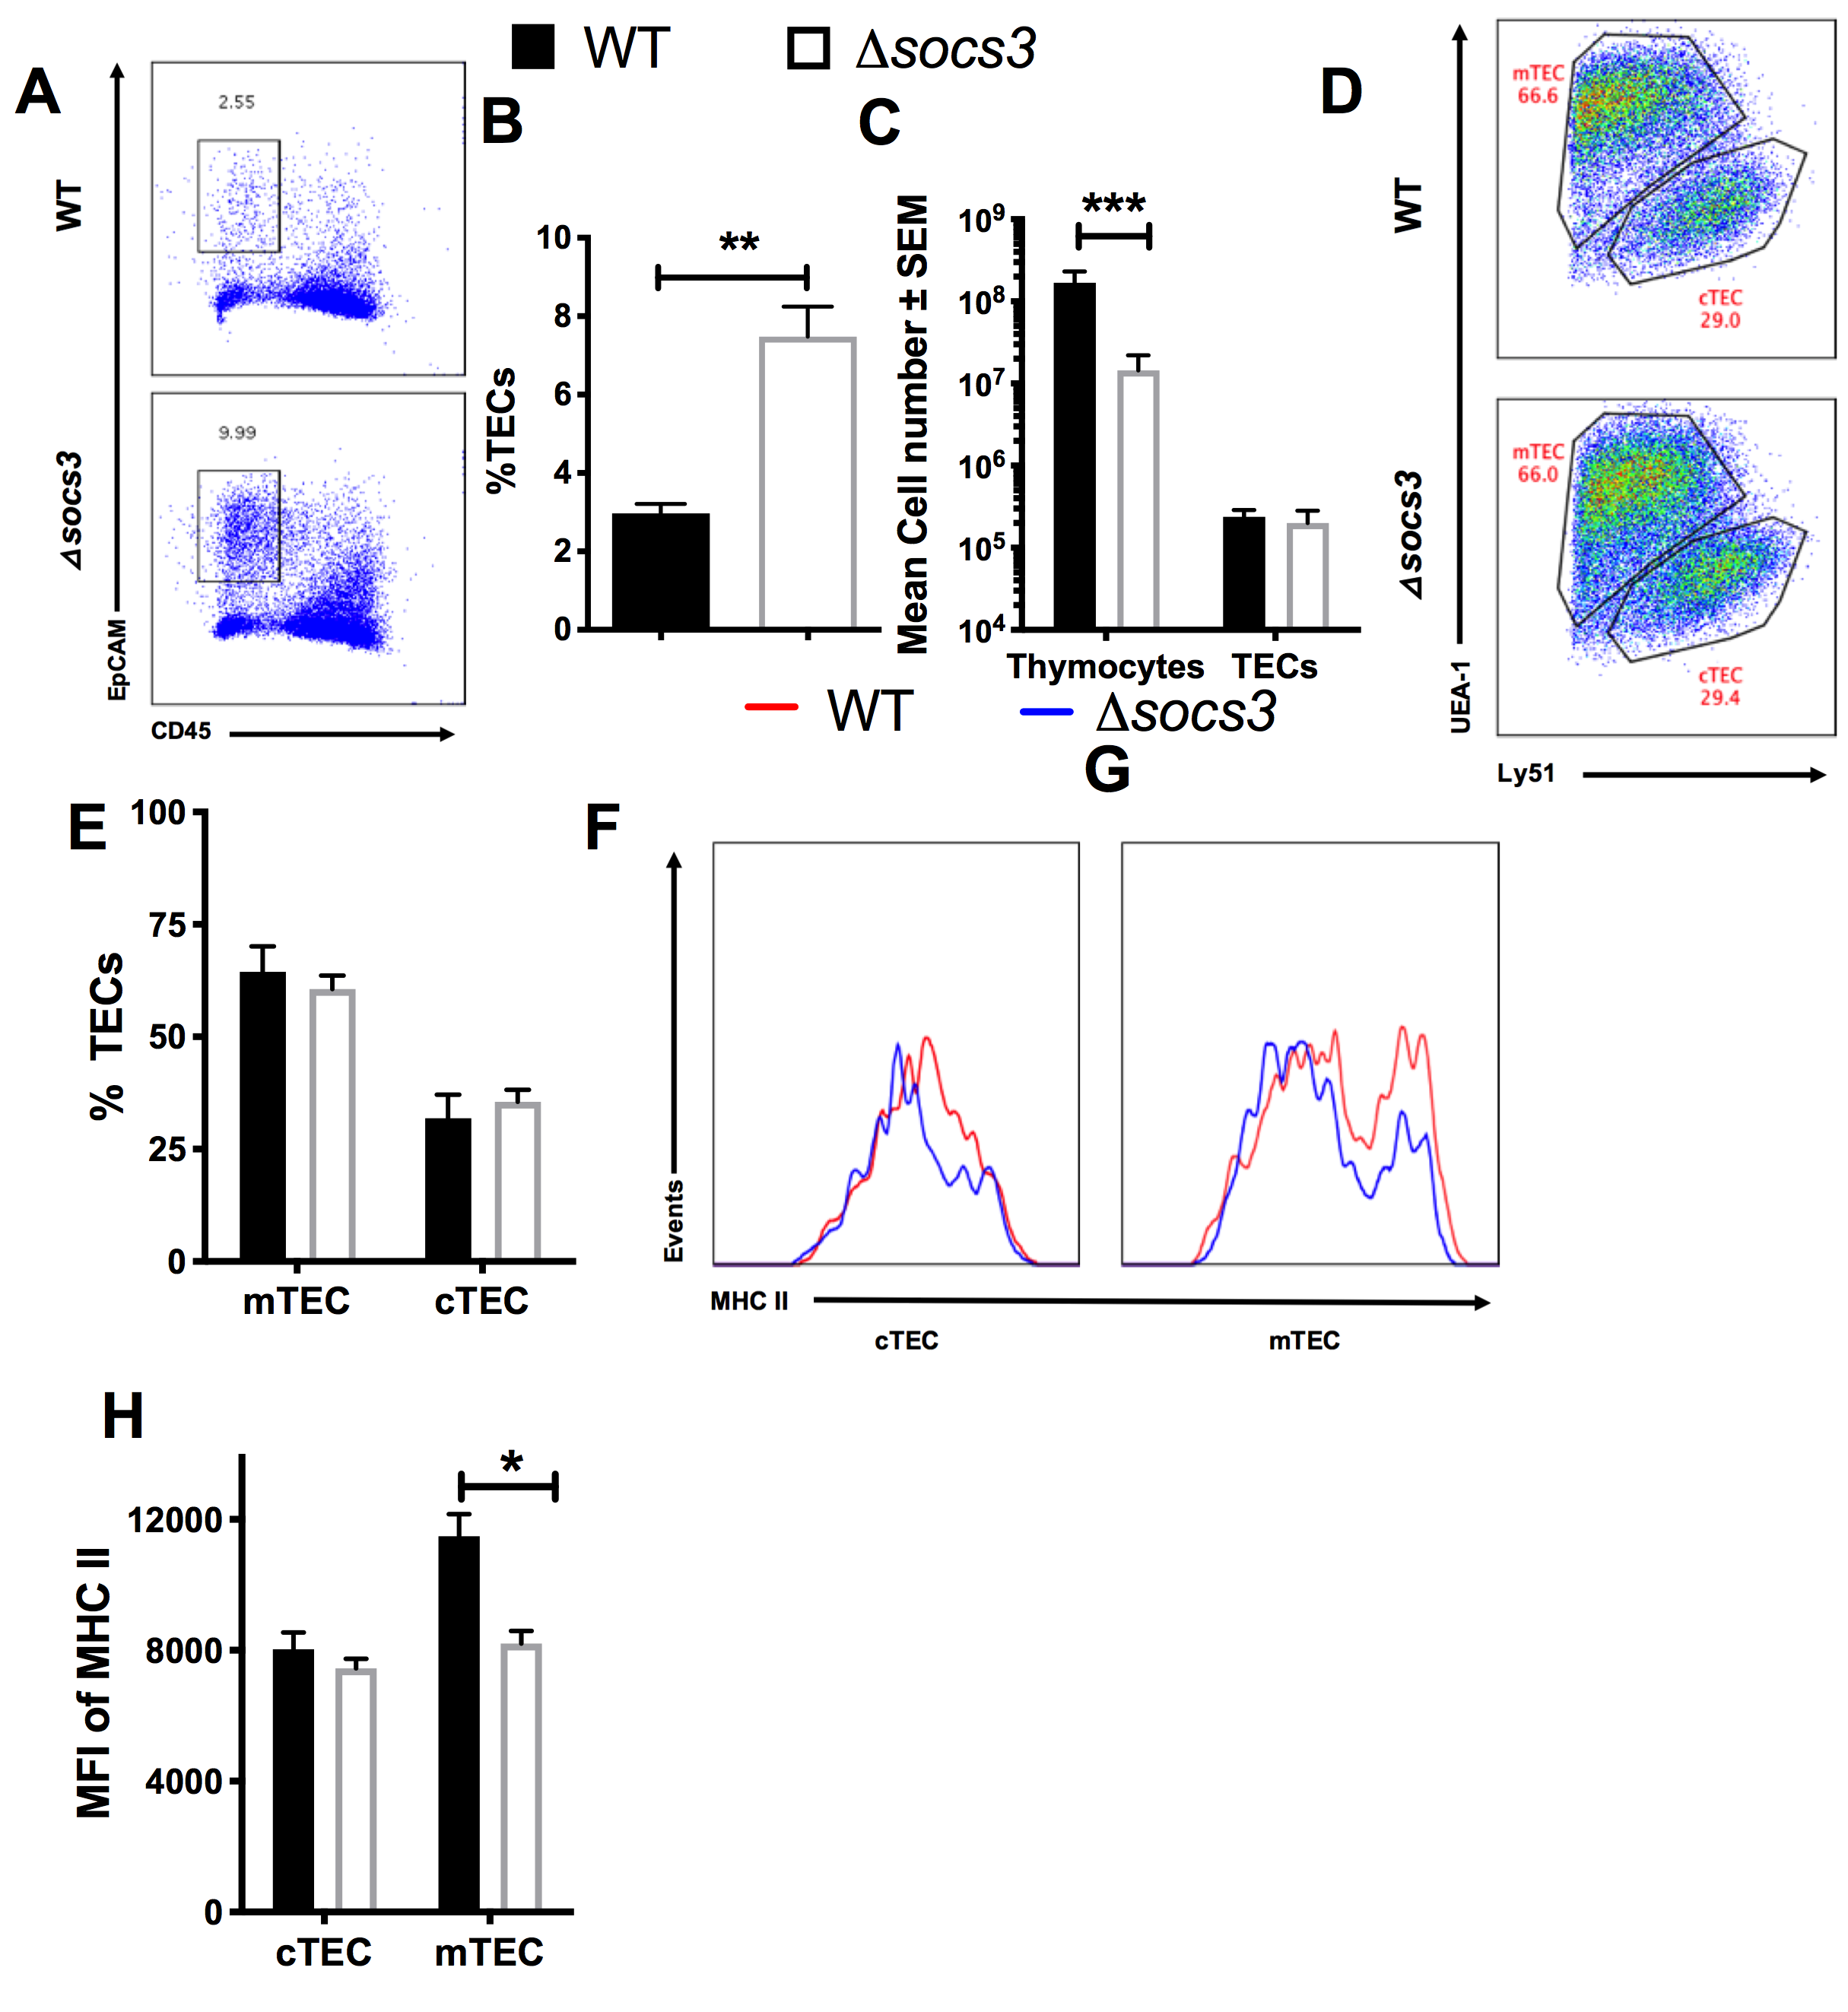

### Alterations in the thymus architecture in Δsocs3 mice

**A)** Representative dot plots showing CD45+ thymocytes and CD45-ve EpCam1+ TECs from WT and *Δsocs3* mice. **B)** The mean frequencies and (**C)** numbers of TECs and thymocytes ± SEM in WT and *Δsocs3* mice. Differences between groups (n=5 animals per group) are significant at **p<0.01 and ***p<0.001 Student’s *t* test. **D)** Representative dot plots and **(E)** the frequencies of mTECs and cTECs ± SEM. mTECs and cTECs were defined by the expression of UEA1 and Ly51 in CD45-EpCam1+ gated cells from WT and *Δsocs3* thymus. **F, G)** Representative histograms of MHC-II expression in **(F)** cTECs and **(G)** mTECs are shown. **H)** The mean frequency of mature (MHC-II^high^) WT and *Δsocs3* mTECs ± SEM is depicted. Differences between groups (n=5 animals per group) are significant at *p<0.05 Student’s *t* test.

## Supplementary Figure 6

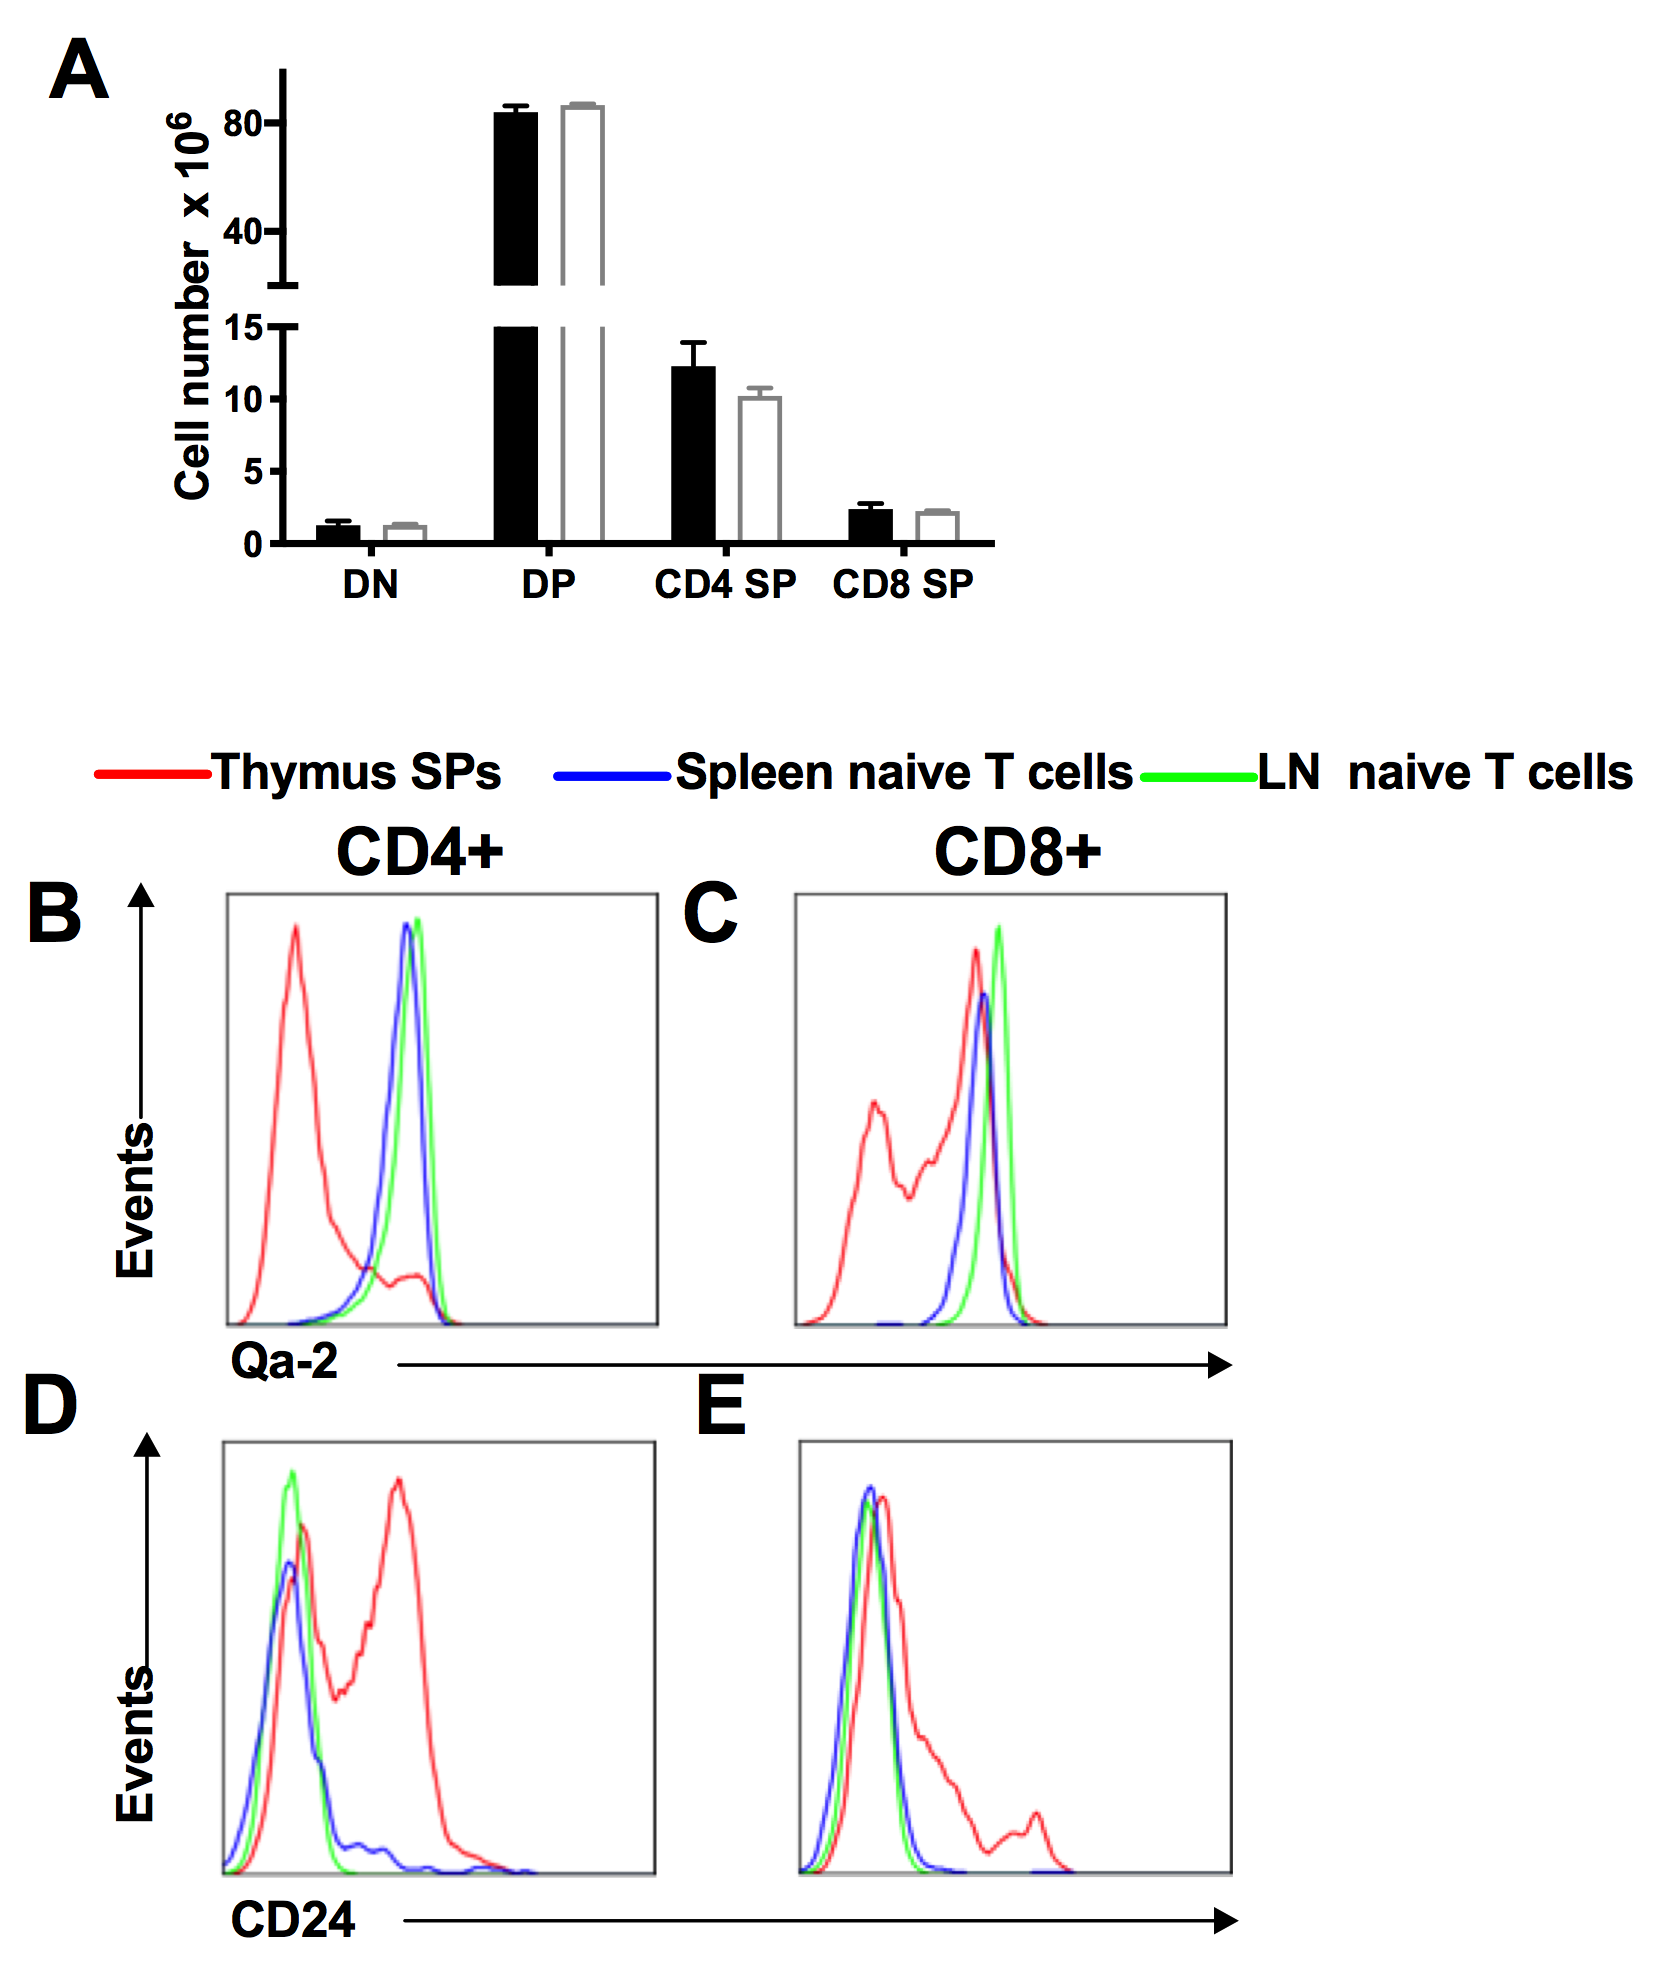

### Subpopulations in Δsocs3 and WT thymi transplanted with CD45.1BM cells.

**A)** The mean number ± SEM of different CD45.1+ thymocytes subpopulations in *Δsocs3* and WT recipients transplanted with CD45.1BM cells 60 days before sacrifice is depicted. Representative histograms depicting the expression of Qa-2 **(B, C)** and CD24 **(D, E)** in CD4 or CD8 SP thymocytes and (CD3+CD44-) naïve spleen and lymph node T cells from WT mice are shown.

# Supplementary tables

## Supplementary table 1

### KEEG gene ontology families regulated in Δsocs3 TECs

|  | **KEGG pathways** | **N# genes/ category** | **Observed** | **Expected** | **Ratio** | **p value** |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Down-regulated | | Cytokine-cytokine receptor interaction | 245 | 17 | 3,1 | 5,49 | 9,6.10^-7^ |
|  |  | Systemic lupus erythematosus | 148 | 12 | 1,87 | 6,41 | 1,2.10^-7^ |
|  |  | Cell cycle | 127 | 10 | 1,61 | 6,23 | 9,3.10^-5^ |
|  |  | Asthma | 23 | 5 | 0,29 | 17,2 | 10^-4^ |
|  |  | Steroid hormone biosynthesis | 55 | 6 | 0,7 | 8,63 | 7.10^-4^ |
| Up-regulated | | TGF-beta signalling pathway | 84 | 8 | 0,97 | 8,26 | 3.10^-4^ |
|  |  | Cytokine-cytokine receptor interaction | 245 | 12 | 2,82 | 4,25 | 5.10^-4^ |
|  |  | Pathways in cancer | 322 | 14 | 3,71 | 3,77 | 5.10^-4^ |

## Supplementary Table 2

### KEEG database of gene families differentially expressed in Δsocs3 TECS

### 1. Up-regulated genes

A.TGF-β signaling pathway

| **Gene Symbol** | **Fold change** | **Gene Name** |
| --- | --- | --- |
| *Bmpr2* | 2,01 | bone morphogenetic protein receptor, type II (serine/threonine kinase) |
| *Thbs1* | 2,84 | thrombospondin 1 |
| *Id1* | 3,67 | inhibitor of DNA binding 1 |
| *Id3* | 2,68 | inhibitor of DNA binding 3 |
| *Thbs4* | 2,13 | thrombospondin 4 |
| *Fst* | 2,98 | follistatin |
| *Thbs2* | 2,57 | thrombospondin 2 |
| *Tgfbr1* | 2,08 | transforming growth factor, beta receptor I |

B. Cytokine receptor interaction

| **Gene Symbol** | **Fold change** | **Gene Name** |
| --- | --- | --- |
| *Bmpr2* | 2,01 | bone morphogenetic protein receptor, type II (serine/threonine kinase) |
| *Osmr* | 4,10 | oncostatin M receptor |
| *Tnfrsf1a* | 3,05 | tumor necrosis factor receptor superfamily, member 1a |
| *Cxcl14* | 2,55 | chemokine (C-X-C motif) ligand 14 |
| *Hgf* | 3,43 | hepatocyte growth factor |
| *Pdgfc* | 3,07 | platelet-derived growth factor, C polypeptide |
| *Il13ra1* | 2,00 | interleukin 13 receptor, alpha 1 |
| *Il2ra* | 2,24 | interleukin 2 receptor, alpha chain |
| *Il6st* | 3,30 | interleukin 6 signal transducer |
| *Lifr* | 2,25 | leukemia inhibitory factor receptor |
| *Il7* | 3,31 | interleukin 7 |
| *Tgfbr1* | 2,08 | transforming growth factor, beta receptor I |

### C. Pathways in cancer

| **Gene Symbol** | **Fold change** | **Gene Name** |
| --- | --- | --- |
| *Foxo1* | 2,15 | forkhead box O1 |
| *Ralgds* | 2,09 | ral guanine nucleotide dissociation stimulator |
| *Hgf* | 3,43 | hepatocyte growth factor |
| *Igf1r* | 2,68 | insulin-like growth factor I receptor |
| *Wnt4* | 2,48 | wingless-related MMTV integration site 4 |
| *Gli3* | 2,16 | GLI-Kruppel family member GLI3 |
| *Ar* | 2,09 | androgen receptor |
| *Fzd3* | 2,90 | frizzled homolog 3 (Drosophila) |
| *Mmp2* | 2,78 | matrix metallopeptidase 2 |
| *Fgf9* | 3,10 | fibroblast growth factor 9 |
| *Fgfr2* | 3,28 | fibroblast growth factor receptor 2 |
| *Cblb* | 2,39 | Casitas B-lineage lymphoma b |
| *Bcl2* | 2,30 | B cell leukemia/lymphoma 2 |
| *Tgfbr1* | 2,08 | transforming growth factor, beta receptor I |

### 2. Down-regulated genes

Cytokine receptor interaction

| **Gene Symbol** | **Fold change** | **Gene Name** |
| --- | --- | --- |
| *Ccl20* | -4,56 | chemokine (CCL20) |
| *Ccl9* | -4,53 | chemokine (CCL9) |
| *Tnfrsf11b* | -4,10 | osteoprotegerin |
| *Ccr4* | -3,99 | chemokine receptor (CCR4) |
| *Il5ra* | -3,67 | interleukin 5 receptor, alpha |
| *Ccl22* | -3,51 | chemokine (CCL22) |
| *Il2rg* | -3,21 | interleukin 2 receptor, gamma chain |
| *Cd30* | -2,93 | tumor necrosis factor receptor superfamily 8, (CD30) |
| *il23p19* | -2,86 | interleukin 23, alpha subunit p19 |
| *Il23r* | -2,49 | interleukin 23 receptor |
| *Tnf* | -2,42 | tumor necrosis factor |
| *Il12rb2* | -2,37 | interleukin 12R, beta 2 |
| *Cxcl9* | -2,36 | chemokine (CXCL9) |
| *Ccr7* | -2,16 | chemokine (C-C motif) receptor 7 |
| *Ccl6* | -2,15 | chemokine (CCL6) |
| *Il9* | -2,12 | interleukin 9 |
| *Cd40* | -2,07 | CD40 |

How the deposited data were processed for this re-analysis (not part of the article)

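RNA was measured in CD45-negative EpCAM+ TECs sorted from Tm-treated mice on 6 mouse whole-transcriptome arrays, 3 labelled Δ*socs3* and 3 labelled WT. The methods describe biotin-labelled antisense RNA made by *in vitro* transcription with a T7 primer, MAS5 scaling, a log2 transformation, and a per chip and a per gene median normalization in GeneSpring. The deposited table holds 1 log2 value per probe set and array for 72688 probe sets. Its values are not centred per gene and the medians of the arrays differ, so which of these steps it includes is not known. The labels of the samples were used as deposited, and no sample was moved or left out of the comparison.

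Each array was shifted to the same median over genes. Of 65956 transcript clusters, 30604 had 1 gene symbol in an annotation of 2017, 2146 had several symbols and 33206 had no annotated gene. The latter 2 groups were left out of the comparison of genes. Of several probe sets of a gene, the one with the highest mean over the 6 arrays was kept, which gave 30142 genes. Genes were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes without an intensity trend, 3.19 prior degrees of freedom and 4 residual ones). Adjusted p are Benjamini-Hochberg values over all genes, with thresholds of 0.05 and, for the counts of genes, a 2-fold change. Members of a list are called at an adjusted p under 0.05 with any fold. Tables were summarized with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1. *Socs3* was also tested with an exact two-sided permutation test, whose smallest p for 3 arrays against 3 is 0.1.

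Lists of genes were tested against all other genes with camera from limma at a preset correlation between genes of 0.01, with the Benjamini-Hochberg correction over 40 of 41 lists. The lists from the study are the 4 heat maps of Figure 7 and the 4 parts of Supplementary Table 2. The others are the *Skint* and the butyrophilin-like families, mature and immature mTECs, tissue antigens induced by AIRE, cTECs, thymic tuft cells, keratinizing cells, thymopoietic factors, presentation by MHC class I and II, gp130 cytokines, STAT3 targets, the SOCS family, the interferon response, common γ-chain receptors, insulin and IGF signaling, TGF-β and BMP signaling, the cell cycle, replication-dependent histones, steroid hormone biosynthesis, chemokines, the TNF receptor superfamily, the TRIM family, epithelial identity, thymocytes, dendritic cells and macrophages, B cells, fibroblasts, endothelium, erythroid cells, immediate early genes and the glucocorticoid response. The erythroid list, with 2 measured genes, was counted and not tested. Genes selected for single values are *Socs3*, the genes the paper names for the array, in Figure 7 or in Supplementary Table 2, the 12 genes with the largest difference in each direction that pass and do not overlap between the groups (without predicted genes), up to 4 members of each list with the smallest p, and up to 3 abundant markers of each other cell type, 189 in all, of which the text prints a part. The values of Supplementary Table 2 and the colours of Figure 7 had been seen when this rule was written. Genes named beyond the rule were chosen after their values were seen.

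The arrays hold no read depth. Negative control probe sets have a 95th percentile of 10.22, and 4441 genes have a higher mean. In data simulated with 3 arrays a group, 72.4% of the genes set to a log2 change of 1.5 and 96.4% of those set to 3 were recovered, and 2.8% of the calls were false. With a wider spread on 1 array, 62.4% and 91.2% were recovered. Noise was drawn for each gene on its own, so these shares and the share of false calls do not cover effects shared by the genes of an array. Alternatives were the values without a shift, quantile normalization, filters on dim genes, the average of all probe sets of a gene, every probe set on its own, an intensity trend with robust hyperparameters, array weights, the methods' t-test unadjusted and adjusted, limma with an unadjusted p, limma's treat against a fold of 1.2, the replicate number as a block, leaving out each array, camera with an estimated correlation, and fry, which tests a list against no change and not against the other genes. What is called the methods' t-test is Student's unpaired two-sided test, which the paper names for its other figures. For the arrays it names the Student-Newman-Keuls post hoc test, which was not run. The alternatives for a linear scale were not run, since the values are log2.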

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

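The tests of explanations in this part were chosen only after the result was seen. The genes below are not discussed in the paper and differ past the threshold from limma, with the 3 arrays of one label on one side of the 3 of the other. Higher on arrays labelled Δ*socs3* were *Adgrg7* at 2.85, *Lypd8*, which encodes a surface protein of intestinal epithelium, at 2.50, *Apoa4* at 2.47, *Lyz1* at 2.41, *Fabp9* at 2.36, *Ptgs2* at 2.36, *Mki67* at 2.32, the protease gene *Mep1a* at 2.18, the annexin gene *Anxa10* at 2.18 and *S100a8* at 2.18. Lower were *Serpina3n* at -5.45, *Igkv5-39* at -4.47, the nuclear receptor gene *Nr4a1* at -2.88, the cholesterol hydroxylase gene *Ch25h* at -2.84, *Mgp* at -2.75, the immunoglobulin segment *Ighv14-2* at -2.73, *Cyp1b1* at -2.67, the sodium channel gene *Scn7a* at -2.58, *Sectm1a* at -2.46, the tensin gene *Tns4* at -2.46 and *Igfbp4* at -2.43. Each of these calls was made with all 6 arrays, and 0 or 1 gene passed without any 1 of the arrays other than that labelled Δ*socs3* replicate 2. *Mep1a*, *Anxa10* and *Ighv14-2* were dim in both groups.

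Immediate early genes, which cells switch on within minutes of a stimulus, were lower together on arrays labelled Δ*socs3*. Of 12 measured, 11 were lower, among them *Ier3* at -1.94 (standard error 0.15, adjusted p = 0.0212 from limma), *Ier2* at -1.37 and *Egr1* at -1.04, and *Hspa1a* did not pass (11 lower when adjusted over the list alone). Camera gave an adjusted p of 8.52e-12, and an adjusted p of 0.0683 with an estimated correlation, and 8 were lower past the test without the shift of medians and 11 after quantile normalization. The array labelled Δ*socs3* replicate 2 alone is argued against, since the median of the list was -1.08 without it. Different handling stress of the preparations may be the cause and stays open, since the heat shock gene *Hspa1a* differed by -0.15 with a standard error of 0.36, and no other biological explanation was tested.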

How the results depend on the processing

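Of the tests below, those on combined settings, and the filter on negative controls, were chosen only after the data were seen. With all 6 arrays shifted to 1 median, 385 genes passed at 2-fold. The count stayed within 1.5 times of this without the shift (490), with the average of the probe sets of a gene (392) and with an intensity trend (399). It was 761 after quantile normalization (459 higher, 302 lower, 1896 with any fold), 787 among genes with a mean above the median (250, 537, 1243), 726 among the 9392 brightest genes (208, 518, 1063), 812 with array weights (480, 332, 4456), 873 with the methods' t-test unadjusted (279, 594, 5809) and 996 with limma's unadjusted p (332, 664, 7153). It was 5 for every probe set on its own (0 higher, 5 lower, 5 with any fold), 60 with treat (19, 41, 60), 29 with the replicate number as a block (25, 4, 29) and 0 with the methods' t-test and the Benjamini-Hochberg correction (0, 0, 4). Without the shift 234 were higher. Fewer genes are tested in the filtered settings by construction. For the other settings, every probe set among them, the cause was not tested, and every probe set on values as deposited gave 491 with as many tests. With each array left out in turn the count was 0 to 882, with 0 to 530 higher, 0 to 352 lower and 0 to 3383 with any fold. The highest values came without the array labelled Δ*socs3* replicate 2, and fewer arrays lower the power by construction.

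Of the settings chosen after the data were seen, the values as deposited without that array gave 916 genes (664 higher, 252 lower, 3130 with any fold) and quantile normalization without it 910 (652, 258, 3012). The methods' t-test unadjusted gave 829 on values as deposited (419, 410, 5503), 695 on the 9392 brightest genes (193, 502, 2452) and 607 on these as deposited (257, 350, 2064). Every probe set as deposited gave 491 (195, 296, 575), and with an unadjusted p 1405 from limma (636, 769, 10964) and 1205 from the methods' t-test (515, 690, 9334). A mean above the negative controls left 363 (101, 262, 534). The cause was not tested.

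Of the 57 measured entries in the heat maps of Figure 7, where a gene shown in several panels counts in each, 33 passed. The number was 57 with array weights, among genes with a mean above the median, with limma's unadjusted p, with the methods' t-test unadjusted (on values as deposited too), for every probe set as deposited with either unadjusted p, and as deposited without replicate 2. It was 55 after quantile normalization, 54 after it without replicate 2, 6 with treat, 4 with the block, and 0 for every probe set on its own and with the adjusted t-test. With each array left out it was 0 to 57. The mean above the negative controls left 30 heat map entries and 20 genes of Supplementary Table 2 with a sign opposite to the study's, fewer because the filter removes dim genes. The cause of the other changes was not tested.

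The difference in *Socs3* was above 0 in every setting that tested the gene. The filter on negative controls removed it. It passed the test after quantile normalization (0.54), with array weights (0.46), as deposited without replicate 2 (0.54), and as deposited at an unadjusted p (0.45 with the methods' t-test, and 0.45 for every probe set with limma or that test). With each array left out it was 0.22 to 0.42. The cause was not tested.

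Camera with a preset correlation passed 30 lists, and 0 with an estimated correlation (fry passed 24). The adjusted p with an estimated correlation was 0.155 for the butyrophilin-like family, the antigens induced by AIRE and keratinizing cells, 0.184 for cytokine genes listed as down, 0.189 for the *Skint* family, Figure 7B and TGF-β genes listed as up, 0.198 for Figure 7D, cytokine genes listed as up, the cell cycle and histones, 0.22 for Figure 7E, cancer pathways and mature mTECs, and 0.237 for Figure 7C. It was 0.0683 for immediate early genes, 0.0742 for dendritic cells and macrophages, 0.0911 for steroid synthesis, 0.112 for chemokines, 0.275 for the glucocorticoid response, 0.282 for STAT3 targets, 0.296 for B cells, 0.316 for immature mTECs, gp130 cytokines and TGF-β and BMP signaling, 0.388 for cTECs, 0.489 for the SOCS family and for insulin and IGF signaling, 0.557 for MHC class II and 0.584 for thymocytes. Correlation among members widens the null by construction. With fry, whose null is no change of the list, the adjusted p was 0.0591 for cTECs, 0.391 for MHC class II, 0.0691 for the SOCS family, 0.0655 for insulin and IGF signaling, 0.626 for thymocytes and 0.0816 for B cells.

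Some lists also moved with other settings, and the cause was not tested. The SOCS family had an adjusted p of 0.172 after quantile normalization, 0.511 with a mean above the median, 0.153 with array weights and 0.0504 with the block (0.02 to 0.16 with each array left out). The TNF receptor superfamily passed after quantile normalization (0.0189), with a mean above the median (0.00215) and with array weights (0.00667), and ranged from 0.00401 to 0.33 with each array left out. Thymopoietic factors passed as deposited (0.0362), and ranged from 0.0352 to 0.438. B cells had 0.0899 after quantile normalization, 0.0649 with array weights and 0.0585 with the block, and ranged from 0.0268 to 0.089. MHC class II ranged from 5.06e-05 to 0.0805 and thymocytes from 6.47e-06 to 0.612.

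Of the 189 genes selected for single values, 96 passed. All 96 passed without the array labelled Δ*socs3* replicate 2, and 95 or 96 no longer did without any 1 of the other 5. In the replicate block, 79 no longer passed. Deviations of the arrays from their group means correlated at 0.073, -0.131 and -0.18 for the same replicate number. For unlike numbers the correlations ran from -0.263 to 0.26. Deviations of 3 arrays from their own mean are tied to one another, so these values neither show nor exclude a pairing of the samples. None of the 96 changed sign in any setting. Values near 0 that had not passed changed sign in up to 8 of the 189 genes per setting, among them *Ctsm* (-0.02 after quantile normalization, -0.09 with array weights, -0.14 without Δ*socs3* replicate 2) and *Lepr* (-0.01 without it). The lists of thymic tuft cells, MHC class I, the interferon response, common γ-chain receptors, epithelial identity, fibroblasts and endothelium, 7 in all, changed direction in some settings and passed in none. These sign changes were not counted as reversed results, a choice made after a stricter count had been seen. Signal over background limits the dim genes, since 4441 of 30142 genes have a mean above the 95th percentile of the negative controls.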

Differences from the paper's values

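As labelled, the table has the opposite sign for Supplementary Table 2 and for 54 of the 57 measured heat map entries, and the paper's sign for *Il23r* in 2 figures, *Tgfbi* and *Ctsl*. It also has the sign of the paper's text for *Igf1* at 0.72 and *Lepr* at 0.09, neither of which passed. All 45 measured genes of Supplementary Table 2 have the opposite sign, and without the shift of medians 44 of them lie within 0.1 log2 of the paper's size. Across these genes, which are not independent replicates, the Pearson correlation was -0.986 among the 29 listed as up and -0.998 among the 16 listed as down. For the comparison of counts and folds the direction is therefore turned, so that higher on arrays labelled Δ*socs3* stands for higher in WT.

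The paper's 703 genes at 2-fold (the methods name an adjusted p of 0.05) stand against 385 here. Of the alternatives set before the data were examined, the count did not differ from the paper's by 1.5 times without the shift (490), after quantile normalization (761), with a mean above the median (787), among the 9392 brightest genes (726), with array weights (812), with the methods' t-test unadjusted (873), with limma's unadjusted p (996) and without the array labelled Δ*socs3* replicate 2 (882). It did with the average of probe sets (392), every probe set (5), an intensity trend (399), the adjusted t-test (0), treat (60), the block (29) and without any other array (0 or 1). Of settings chosen after seeing the values, the t-test unadjusted on the 9392 brightest genes gave 695, the closest, and did not call 12 of the 47 genes of Supplementary Table 2. Others within the paper's range were 916 and 910 (without replicate 2, as deposited or after quantile normalization, each not calling 9 of the 47), 829 (the t-test as deposited, 2 of the 47), 607 (the t-test on the brightest genes as deposited, 10 of the 47) and 491 (every probe set as deposited, 24 of the 47). Outside it were 363 (a mean above the negative controls), and 1405 and 1205 (every probe set as deposited at an unadjusted p from limma and from the t-test).

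The paper's 367 genes higher in WT stand against 115 with the direction turned, and 270 as labelled. The value was within 1.5 times of the paper's after quantile normalization (459), with a mean above the median (250), with array weights (480), with the t-test unadjusted (279), with limma's unadjusted p (332) and without Δ*socs3* replicate 2 (530). It was not without the shift (234), among the brightest genes (208), with the average (117), every probe set (0), the trend (125), the adjusted t-test (0), treat (19), the block (25) and without any other array (0). Settings chosen after seeing the values gave 419 (the t-test as deposited), 257 (on the brightest genes as deposited) and 515 (every probe set as deposited with the t-test), not calling 2, 10 and 2 of the 47 genes. The others so chosen were not within 1.5 times, with 101 (a mean above the negative controls), 664 and 652 (without replicate 2, as deposited and quantile), 193 (the t-test on the brightest genes), 195 (every probe set as deposited) and 636 (the same with limma's unadjusted p). The paper's 336 genes lower in WT do not differ from 270 (115 as labelled).

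The paper's 3 of 6 butyrophilin-like genes higher in WT stand against 0 from limma. The count was 2 without the shift and with the trend, 3 after quantile normalization, with a mean above the median, with the t-test unadjusted and without Δ*socs3* replicate 2, and 4 with array weights and with limma's unadjusted p. Among the brightest genes none of the 6 genes was left to test, and the count was 0 with the other alternatives. Settings chosen after seeing the values gave 3 or 4, namely as deposited or quantile without replicate 2 (9 of the 47 not called), and the t-test as deposited and every probe set as deposited at an unadjusted p (2 of the 47). Every probe set as deposited gave 1. With a mean above the negative controls, and among the brightest genes, none of the 6 genes was left to test. The paper's 8 *Skint* genes do not differ from 7, and *Skint7* is the one that did not pass.

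For *Ralgds*, the paper's log2 fold is 1.06 against 1.44 with the sign turned (-1.44 as labelled). It was within the spread without the shift (1.30), after quantile normalization (1.16), with array weights, without Δ*socs3* replicate 2 (1.26) and without WT replicate 2 (1.28), and not with the other alternatives.

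The paper's legend states that all genes in the heat maps differ significantly. Of 60 entries shown, with a gene counted once for each panel, 57 were measured, 33 passed in limma and 54 have the opposite sign. As the study shows them are *Il23r*, in Figure 7C and 7E, and *Tgfbi*. Supplementary Table 2 lists *Il23r* as down while Figures 7C and 7E show it as up. The text states that *Aire*, *Cd80*, *Cd40*, MHC class II genes, *Ctsl* and *Ctsm* are higher in WT. As labelled, *Aire* was higher on arrays labelled Δ*socs3*, and *Ctsl* was higher on arrays labelled WT, as the text has it, and so opposite with the labels turned. Figure 7D, which the text cites for this, shows the cathepsin genes *Ctss* and *Ctsh*, and neither *Ctsl* nor *Ctsm*. *Ctss* at 1.32 and *Ctsh* at 1.21 ran opposite to the paper as labelled, and did not pass. *Ctsm* did not differ past the test, at 0.02. The text names *Igf1* beside *Irs1*, *Irs2*, *Tgfbr1* and *Hgf*, and *Igf1* was 0.72, which did not pass, against negative values for these. It states that *Rank* is diminished and *Lepr* inhibited by SOCS3, and these did not pass at 0.58 and 0.09. It states that *Socs3* RNA is reduced in Δ*socs3* TECs, and *Socs3* was 0.32 as labelled, which did not pass. The paper does not name the measurement behind that statement. Its methods also describe real-time PCR of *Socs3*, so the statement may not refer to the arrays. On the arrays *Socs3* was dim in both groups, and with the labels turned its sign would be the paper's. The text also states that *Irs1* and *Irs2* are higher in Δ*socs3* TECs, and both were lower as labelled, *Irs2* past the test.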

Other observations

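The tests of explanations and of other splits in this part were chosen only after the result was seen, and the lists and their tests before. The signs of 54 of the 57 measured heat map entries run opposite to the paper's, and *Il23r* (in 2 figures) and *Tgfbi* run as the figures show them. *Ctsl* runs as the text states, but it is not in Figure 7D, which the text cites. The cathepsin genes shown there, *Ctss* at 1.32 and *Ctsh* at 1.21, ran opposite to the paper and did not pass. *Igf1*, which the text names beside genes increased in Δ*socs3* TECs, was higher on arrays labelled Δ*socs3* too. It was at 0.72, which did not pass, and passed without the array labelled Δ*socs3* replicate 2, at 1.00. With the labels turned, *Il23r*, *Tgfbi*, *Ctsl* and *Igf1* would run against the figures or the text. *Il23r* would then run with Supplementary Table 2, which lists it as down. The log2 of its fold there is -1.32, against 1.33 as labelled without the shift of medians. Exchanged labels of the groups, in the deposited table or in the study's figures, are a candidate explanation, since 100% of the measured genes of Supplementary Table 2 have the opposite sign. Exchange of 1 array in each group is argued against, since all 6 arrays correlate best with an array of their own label. That the labels are right with *Socs3* RNA reduced stays open, since *Socs3* differed by 0.32 with a standard error of 0.16, its signal is not above the 95th percentile of the negative controls, and the place of its probes is not known. The paper reports less MHC class II protein on Δ*socs3* mTECs by flow cytometry, and lower transcripts of MHC molecules. The protein is another measure and does not settle the labels of the arrays. On the arrays the classical MHC class II genes *H2-Aa*, *H2-Ab1* and *H2-Eb1* did not pass, while *H2-Eb2* passed at 1.70.

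The array labelled Δ*socs3* replicate 2 stands apart. Its poly-A spikes lie -1.54 below the lowest of the other 5 arrays (log2), which is consistent with weaker labelling or hybridization. Thymocyte markers had a median of -0.79 on this array relative to the other 2 arrays labelled Δ*socs3*, which gives no sign of thymocytes carried into that sample. This cannot exclude them, since bright genes fell on this array in general. Relative to the same 2 arrays, the medians of all genes in 5 groups from dim to bright were 0.29, 0.24, -0.09, -0.53 and -0.62. With genes in 5 groups of equal size from dim to bright, the median difference between labels was 0.05, 0.08, -0.04, -0.31 and -0.36, and the last 2 were -0.16 and -0.17 without this array. No biological explanation was tested.

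The 6 arrays make 10 splits, too few for a share under 0.05. The real split had 385 genes at 2-fold and the highest other 0, 511 with any fold and 0, and 30 lists past camera's preset correlation and 27, and was in each case the 1 split of 10 with a result as large. Of these 30 lists, 8 were chosen by the study on these samples, so that their count favors the real split. Without them 22 lists passed in the real split and 19 in the highest other (21 and 17 when adjusted without them), which sets the real split little apart. Some of the 22, such as the *Skint* family, share genes with the lists of the study.

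Other cell types and states were measured by lists. Among 6 measured genes of immature mTECs, *Pdpn* at -1.70 (adjusted p = 0.0253 from limma) and *Trp63* at -0.91 were lower (5 lower when adjusted over the list alone, and an adjusted p of 0.00118 from camera, or an adjusted p of 0.316 with an estimated correlation). Among 17 genes of cTECs, *Il7* and *Ctsl* were lower and *Psmb11* at -1.52 (adjusted p = 0.0986) and *Foxn1* at -0.90 did not pass (5 lower when adjusted over the list alone, camera adjusted p = 3.19e-05, or an adjusted p of 0.388 with an estimated correlation). Among 11 genes of keratinizing cells, *Krt10* at 2.16, *Krt77* at 1.58, *Sprr1b* at 1.19 and *Ivl* at 1.05 were higher (9 higher when adjusted over the list alone, and 9 over all genes without replicate 2, camera adjusted p = 8.52e-12, or an adjusted p of 0.155 with an estimated correlation). Among 15 thymopoietic factors, *Il7* and *Dll1* at -1.11 were lower (4 lower and 1 higher when adjusted over the list alone, and 3 and 2 over all genes without replicate 2, camera adjusted p = 0.0815). Among 10 genes of the glucocorticoid response, *Errfi1* at -1.60 and *Dusp1* at -0.73 were lower (6 lower when adjusted over the list alone, and 5 over all genes without replicate 2, camera adjusted p = 4.2e-05, or an adjusted p of 0.275 with an estimated correlation). *Il7* belongs to 2 of these lists, *Ctsl* also to the list of MHC class II presentation and *Dusp1* also to the immediate early genes. *Sprr1b*, *Ivl* and *Dll1* were dim in both groups.

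No gene passed in limma with all 6 arrays in the following lists. Without the array labelled Δ*socs3* replicate 2, limma passed 3 higher and 1 lower of epithelial identity, 2 higher of fibroblasts, and 1 higher each of MHC class I presentation, the interferon response and thymocytes. Of 12 genes of thymic tuft cells, 0 passed at an unadjusted p under 0.05 from limma and 0 with the methods' t-test, and their median of -0.01 and mean of -0.05 go with an upward direction in camera (adjusted p = 0.695). Of 11 genes of MHC class I presentation, 1 was higher at an unadjusted p from limma, and 1 higher and 1 lower with the t-test (camera adjusted p = 0.928). Of 18 of the interferon response, 2 were higher and 5 lower unadjusted in limma, and 2 and 2 with the t-test (adjusted p = 0.206, 1 higher when adjusted over the list alone). Of 14 of epithelial identity, 2 were higher and 6 lower, and 1 and 3 with the t-test (adjusted p = 0.537, 1 higher and 2 lower when adjusted over the list alone). Of 20 of thymocytes, 1 was higher with either test (adjusted p = 0.0164, or an adjusted p of 0.584 with an estimated correlation). Of 7 of B cells, 1 was higher in limma and 2 with the t-test (adjusted p = 0.0373, or an adjusted p of 0.296 with an estimated correlation). Of 11 of fibroblasts, 2 were higher and 1 lower, and 1 higher with the t-test, with a median of -0.23 and mean of -0.13 against an upward direction in camera (adjusted p = 0.851). Of 9 of endothelium, 0 passed in limma and 1 was lower with the t-test, with a median of -0.07 and mean of -0.05 against an upward direction (adjusted p = 0.993), and a median of 0.07 without the shift. Of 2 measured erythroid genes, 0 passed at an unadjusted p under 0.05 with either test.

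Among 63 genes of the TRIM family, *Trim31* at 1.25 was higher and *Trim29* at -1.24 and *Trim47* at -0.84 were lower, and *Trim21* at -0.56 (adjusted p = 0.139) did not pass (1 higher and 3 lower when adjusted over the list alone, and 2 and 4 over all genes without replicate 2, camera adjusted p = 0.202). The median of this list was -0.10, and 0.03 without the shift. *Trim31* and *Trim47* were dim in both groups.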
